# Dietary antigens drive the generation of functional cytotoxic intraepithelial lymphocytes for early defense against foodborne pathogens

**DOI:** 10.3389/fimmu.2025.1639120

**Published:** 2026-01-07

**Authors:** Jisun Jung, Jaeu Yi, Kwang Soon Kim, Charles D. Surh

**Keywords:** Intraepithelial lymphocytes (IELs), dietary antigens, antigen-free mice, gut microbiota, germ-free mice, *Listeria (L.) monocytogenes*

## Abstract

**Introduction:**

Intraepithelial lymphocytes (IELs) constitute the largest lymphocyte population in the body and exhibit direct cytotoxic effector functions. Despite their abundance and importance in mucosal immunity, the mechanisms governing the generation and maintenance of functional IELs remain incompletely understood. Given the predominance of dietary components in the small intestine, dietary antigens may play a critical role in regulating the generation, maintenance, and functional maturation of IELs.

**Methods:**

To assess the relative contributions of gut microbiota and dietary antigens to IEL development and function, we analyzed IEL populations in germ-free (GF) and antigen-free (AF) mice, which are GF mice fed with an amino acid diet lacking intact dietary proteins. IEL generation, persistence, and effector function were evaluated, along with the role of IL-12 in IEL function. Resistance of foodborne pathogen was examined using Listeria monocytogenes.

**Results:**

Conventional TCRαβ+ CD4+ and CD8+ IEL populations are present in normal numbers in germ-free (GF) mice which lack microbiota. However, these IELs are severely depleted in AF mice, and the few remaining IELs in AF mice lack effector functions. Notably, while TCRαβ+ CD8αβ+ IELs in adult GF mice can persist for prolonged periods, they lose their effector function when fed with an AF diet. IL-12 presumably produced by intestinal dendritic cells plays a critical role in the maintenance of TCRαβ+ CD8αβ+ IELs and their effector functions. Importantly, mice lacking functional dietary antigen-induced TCRαβ+ CD8αβ+ IELs showed impaired early protection against oral infection with L. monocytogenes.

**Discussion:**

Collectively, these findings demonstrate that dietary antigens rather than gut microbiota, are critical for the generation of innate-like cytotoxic IELs in the small intestine. Dietary antigen-driven TCRαβ+ CD8αβ+ IELs provide rapid and local immune protection against foodborne-pathogens, highlighting a previously underappreciated role of dietary antigens in shaping intestinal immune defense.

## Introduction

The intestine harbors massive amounts of commensal microbiota and food components that are separated from the body by a single layer of epithelial cells. It also contains various innate and adaptive immune cells within the epithelium and the underlying submucosa. Despite continuous exposure to microbial and dietary antigens, the mechanisms by which the intestine maintains immune homeostasis and prevents pathogenic and chronic inflammation remain unclear. This issue is particularly critical in the small intestine, which constantly absorbs nutrients from the lumen. Unlike the colon, which is protected by a thick mucus layer, the barrier in the small intestine is relatively weaker and more susceptible to microbial and dietary antigen penetration, which could lead to infections or inflammatory conditions.

The vulnerability of the small intestine to microbial infection and dietary antigen-induced inflammation, such as allergy and celiac diseases, may explain the abundance of cytotoxic T cells in the small intestinal epithelium. These intraepithelial T lymphocytes (IELs) are dispersed evenly throughout the epithelium layer and are situated between epithelial cells (1, 2). While other immune cells also reside in the epithelium and underlying lamina propria (LP), IELs constitute the predominant lymphoid cell subset in the small intestine. Indeed, they represent the largest lymphocyte population in the body in terms of total cell numbers (3). Past works from many groups have identified five main subpopulations of IELs, namely, conventional TCRαβ^+^ (CD4^+^, CD8αβ^+^, and CD4^+^ CD8αα^+^) IELs and unconventional TCRαβ^+^ CD8αα^+^ and TCRγδ^+^ CD8αα^+^ IELs (1). Conventional IELs are derived from naïve CD4^+^ or CD8^+^ T cells following antigen encounter in mesenteric lymph nodes (mLNs) or Peyer’s patches (4, 5), whereas unconventional IELs differentiate directly from TCRαβ^+^ CD4^–^ CD8^–^ or TCRγδ^+^ CD4^–^ CD8^–^ precursors within the thymus (5).

The majority of IEL populations contain cytotoxic granules, including granzymes and perforin, in their cytoplasm (5–7). However, key questions remain regarding the precise source of antigens that drive IEL generation, the signals that induce their effector function, and the physiological function of IELs. Previous studies have investigated the influence of gut microbiota on the IEL development and effector function by comparing specific pathogen-free (SPF) and germ-free (GF) mice or through antibiotic treatment (8–10). Notably, GF mice fed with antigen-minimized diet were found to have reduced IELs with compromised cytolytic function, suggesting that dietary antigen may also play an important role in IEL development and functions (11, 12). However, direct evidence addressing the role of dietary antigens in IEL development and function remains scarce.

To directly assess the impact of dietary antigens on IEL differentiation and function, we utilized antigen-free (AF) mice, which are raised in a condition devoid of commensal microbiota and dietary antigens (13, 14). Our findings reveal that dietary antigens have a profound effect on small intestinal IELs. Specifically, the majority of conventional IELs originate from interactions with dietary antigens. In AF mice, all three populations of conventional TCRαβ^+^ (CD4^+^, CD8αβ^+^, and CD4^+^ CD8αα^+^) IELs were severely depleted while unconventional TCRαβ^+^ CD8αα^+^ IELs were partially reduced and unconventional TCRγδ^+^ IELs remain unaffected. Nonetheless, the few remaining conventional and unconventional IELs in AF mice exhibited markedly diminished effector function, consistent with previous findings (15). Our results also indicated that continuous stimulation by dietary components and interleukin-12 (IL-12) produced by dendritic cells (DCs) in the small intestinal LP are essential for the maintenance of IELs and their effector function, respectively. Importantly, dietary antigen-induced IELs, particularly conventional TCRαβ^+^ CD8αβ^+^ IELs, may function as innate-like cytotoxic IELs, providing early protection against foodborne pathogens such as *Listeria monocytogenes*.

## Materials and methods

### Mice

C57BL/6 (B6) SPF mice were maintained in our SPF animal facility. B6 mice were originally purchased from the Jackson Laboratory. GF mice and AF mice were bred in sterile isolators in our GF mouse facility at POSTECH. GF B6 breeding pairs were raised with an ultra-filtered low-molecular-weight, chemically defined elemental diet [designated as antigen-free diet (AFD)], and offspring were designated as AF mice (11, 13, 14). Hence, AF mice are GF mice fed with AFD (13). Three-week-old or 10- to 11-week-old age-matched SPF, GF, and AF mice were used for each experiment. In some cases, GF mice were fed with a commercially available amino acid diet (AAD). Detailed composition of AFD and AAD has been described previously (13, 16). Also, 6- to 10-week-old IL-15 knockout (KO) mice, IL-12Rβ2 KO mice, or CD4-dominant negative (DN) TGFβRII transgenic (Tg) mice were used with age-matched B6 mice. All animal experiments were approved and performed in accordance with ethical guidelines by the Institutional Animal Care and Use Committee of POSTECH (IACUC #POSTECH-2014-0021, #POSTECH-2016-0050, and #POSTECH-2025-0028).

### Bacteria and infections

*Listeria monocytogenes* (LM) strain 10403s carrying a recombinant internalin A with a mutation (InlA^M^) (naturally streptomycin-resistant), kindly provided by Brian S. Sheridan, was used for infection experiments. The mice were restricted from food and water for approximately 5 h prior to infection. A total of 5 × 10^8^ colony-forming units (CFU) of LM was orally infected per mouse.

### Cell preparation

The small intestine and large intestine were open longitudinally to expose the luminal side after Peyer’s patches from the small intestine were removed and then cut into 5-mm pieces. These fragments were incubated with DPBS (WelGene, Korea) containing 3% fetal calf serum (FCS) and 1 mM EDTA (WelGene) at 37°C while being stirred for 30 min. To eliminate epithelial cells, the supernatant was filtered with a 40-μm cell strainer (SPL, Korea), and suspended cells with 75% Percoll (GE Healthcare, USA) were overlaid by 40% Percoll and then centrifuged for 20 min at room temperature without brake. Afterwards, IELs were collected from the interface at a 40%–75% Percoll gradient.

### Flow cytometry

Cell suspensions were prepared and pre-blocked with anti-CD16/CD32 (93). For cell surface staining, the following fluorescent monoclonal antibodies (mAbs) were used: anti-CD45.2 (104), anti-TCRβ (H57-597), anti-TCRγδ (GL3), anti-CD4 (RM4-5), anti-CD8α (53-6.7), anti-CD8β (YTS 156.7.7), Thy1.1 (HIS51), and CD11c (N418). For intracellular staining of interferon-γ (IFN-γ) (XMG1.2), cells were stimulated by PMA and ionomycin for 4 h and then fixed and permeabilized with kits from BD Biosciences. For intracellular staining of granzyme B (GB11), T-bet (4B10), and Blimp1 (3H2-E8), cells were fixed and permeabilized with kits from BD Biosciences or eBioscience (USA). Dead cells were excluded by labeling with propidium iodide or Ghost viability dye (Tonbo, USA). Cells were stained with mAbs for 20 min at 4°C. Samples were analyzed with LSR II or FACSCanto II (BD Biosciences, USA) and analyzed by FlowJo software. To calculate the absolute number of the cell population of interest, we multiplied its frequency, determined after applying multiple gating strategies in flow cytometry, by the total leukocyte count measured using a live cell counter (Vi-Cell XR, Beckman Coulter, USA).

### Adoptively transferred OT-I cells and feeding with ovalbumin

Naïve Thy1.1^+^ OT-I CD8^+^ T cells were obtained from Thy1.1 OT-I. B6 mice or Thy1. OT-I Rag1 KO mice and adoptively transferred into non-irradiated SPF, GF, or AF B6 (Thy1.2) mice. One day after transfer, the host B6 mice were fed with 5 mg/mL ovalbumin (OVA, Sigma-Aldrich, MO, USA, grade V) in drinking water for 1 week.

### Injection of recombinant proteins

Mice were intraperitoneally (i.p.) injected with 1 μg of recombinant IL-6 (eBioscience, carrier-free), 2 μg of IL-12p70 (eBioscience, carrier-free), or 2 μg of IL-27 (eBioscience). Adult GF B6 mice were injected every 3 days for 3 weeks. Host mice adoptively transferred with OT-I cells were injected every other day for 7 days.

### Immunohistochemistry

Duodenum from SPF, GF, and AF mice was cut longitudinally and embedded in OCT compound (Sakura, USA). The tissues were cut into 5-μm sections and frozen, and the sections were fixed with methanol at −20°C. The slide sections were pre-blocked with anti-CD16/CD32 (93). For immunofluorescence staining, the slides were stained with primary anti-CD4 (GK1.5, biotin) and CD8a (53-60.7, Alexa Fluor 488) mAbs overnight at 4°C and secondary streptavidin (Alexa Fluor 594) for 2 h at room temperature. After then, the stained slides were mounted using ProLong Gold™ antifade reagent with DAPI. Confocal microscopes (Olympus and Zeiss) were used for detection of immunofluorescence.

### Quantitative RT-PCR

RNA was extracted from small intestine tissues and sorted IEL populations using TRIzol reagent (Invitrogen, USA), and cDNA was synthesized using the GoScript™ Reverse Transcriptase kit (Qiagen, USA). The *Prdm1* primers were obtained from Life Technologies. Real-time polymerase chain reaction (PCR) using TaqMan was performed on ViiA™7 (Applied Biosystems). Relative gene expression levels were normalized by the amount of the gene encoding 18s rRNA.

### RNA sequencing of small intestinal CD103^+^ CD11b^+^ dendritic cells

RNA was extracted from FACS-sorted CD103^+^ CD11b^+^ DCs from the small intestine of SPF, GF, and AF mice (*n* = 6 per group) using TRIzol reagent (Invitrogen, USA) by following the manufacturer’s procedure. CD103^+^ CD11b^+^ DCs from three mice per group were combined to obtain sufficient amount of RNA for RNA sequencing (RNA-seq). mRNA was isolated from 1 μg of RNA by using oligodT. After removal of rRNA, mRNAs were reverse-transcribed to generate single-stranded cDNA using random hexamer and reverse transcriptase, followed by double-stranded cDNA synthesis. Double-stranded cDNA was fragmented to the appropriate size and used in a standard Illumina library preparation involving end-repair, A-tailing and adapter ligation, and PCR amplification. After quantification of library using the KAPAlibrary quantification kit, RNA-seq library was sequenced on NovaSeq (Illumina, USA) followed by cluster generation. Purified total RNA and RNA-seq were performed by Theragen Etex (Korea).

### Bacterial burden counts

Two days after oral LM infection, tissues were harvested to measure infection burden. The spleen, mLNs, the entire small intestine with Peyer’s patches, and liver were ground using a 100-μm cell strainer and incubated with 0.05% Triton X-100 for 1 h at 4°C. To exclude luminal LM, entire small intestinal tissues were extensively flushed with sterile phosphate-buffered saline (PBS). The samples were plated in duplicate on brain heart infusion (BHI, MB Cell) Broth with Bacto™ agar plates added with 50 μg/mL streptomycin. Colonies were counted after 2 days at 37°C.

### Statistical analysis

Data are presented as mean ± SEM. Unpaired two-tailed Student’s *t*-test or one-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test was used. *p* < 0.05 was significant. *p < 0.05, **p < 0.01, ***p < 0.001.

## Results

### Dietary antigens are crucial for the development of conventional TCRαβ^+^ IELs, less critical for unconventional TCRαβ^+^ CD8αα^+^, and not vital for TCRγδ^+^ IELs

To investigate the role of commensal microbiota and/or dietary macromolecules in IEL development, we analyzed IEL populations in the small intestinal epithelium of adult SPF, GF, and AF mice. Using an appropriate gating strategy, we distinguished all the conventional and unconventional IEL subsets (**Figure 1A**). Consistent with previous reports (17, 18), GF mice exhibited no significant reduction in the number of TCRαβ^+^ IELs compared to SPF mice (**Figures 1A–C**). The frequency and total number of conventional TCRαβ^+^ IEL subsets, including CD8αβ^+^, CD4^+^, and CD4^+^ CD8αα^+^, remained largely intact in GF mice (**Figures 1D–F**). Similarly, unconventional TCRαβ^+^ CD8αα^+^ and TCRγδ^+^ IEL subsets in GF mice were present in similar numbers to those in SPF mice, indicating a minor role of microbiota for the development of unconventional IELs in the small intestine (**Figures 1G, H**).

**Figure 1:**
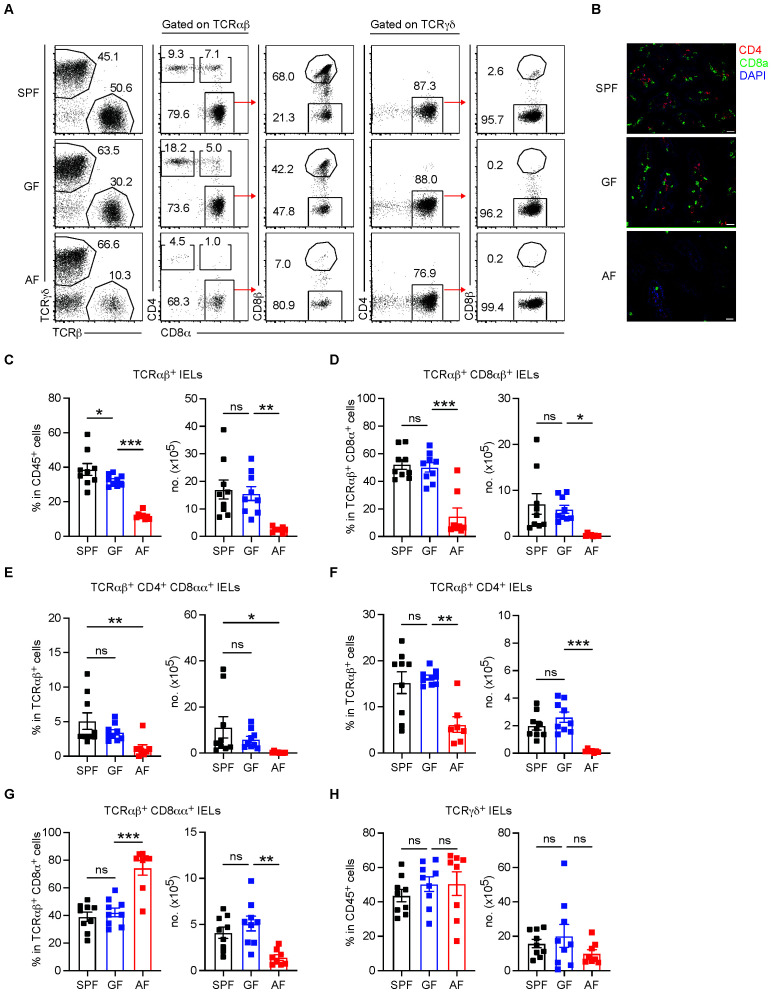
Dietary antigens are crucial for the development of conventional TCRαβ^+^ IELs, less critical for unconventional TCRαβ^+^ CD8αα^+^, and not vital for TCRγδ^+^ IELs. IELs were isolated from the small intestines of 8- to 12-week-old specific pathogen-free (SPF), germ-free (GF), and antigen-free **(AF)** mice and analyzed by flow cytometry to determine the proportions of IEL subsets. **(A)** Representative dot plots showing IEL subsets gated on lymphocytes from the indicated groups. **(B)** Immunofluorescence staining of duodenal sections showing CD4^+^ (red), CD8α^+^ (green), and nuclei (blue) in adult SPF, GF, and AF mice. Scale bars, 200 μm; magnification, 200×. **(C–H)** Percentages and total numbers of IEL subsets in SPF, GF, and AF mice. **(C)** Total TCRαβ^+^ IELs. **(D)** TCRαβ^+^ CD8αβ^+^ IELs. **(E)** TCRαβ^+^ CD4^+^ CD8αα^+^ IELs. **(F)** TCRαβ^+^ CD4^+^ IELs. **(G)** TCRαβ^+^ CD8αα^+^ IELs. **(H)** TCRγδ^+^ IELs. Data are pooled from three independent experiments (*n* = 9 per SPF and GF mice, *n* = 8 per AF mice). Statistical differences were determined by one-way ANOVA **(C–H)** with Tukey’s multiple comparisons tests. *p < 0.05, **p < 0.01, ***p < 0.001. ns, not significant. Each symbol represents an individual mouse. Error bars represent SEM.

However, as observed in adult AF mice, deprivation of dietary macromolecules in GF mice led to a severe depletion of all conventional TCRαβ^+^ IEL subsets (**Figures 1A–F**). Immunohistological examination revealed a marked reduction of CD4^+^ and CD8^+^ IELs within the small intestinal villi of AF mice (**Figure 1B**). The total number of conventional TCRαβ^+^ IELs, including CD8αβ^+^, CD4^+^, and CD4^+^ CD8α^+^ subsets, was significantly lower in AF mice compared to SPF and GF mice (**Figures 1C–F**). In contrast, unconventional TCRαβ^+^ CD8αα^+^ IEL numbers were only partially reduced (~50%) while TCRγδ^+^ IELs remained relatively unaffected, even in AF mice (**Figures 1G, H**). These results suggest that dietary antigens are crucial for the development of conventional TCRαβ^+^ IEL subsets in the small intestine but have only a moderate effect on unconventional TCRαβ^+^ CD8αα^+^ IELs and no apparent impact on TCRγδ^+^ IELs.

### Dietary antigens are critical for the effector functions of conventional and unconventional IELs

Unlike T cells in other tissues, such as small intestinal LPs, IELs in the small intestine are poised to exert immediate effector functions upon TCR stimulation (19–21). Conventional TCRαβ^+^ IEL subsets readily produce both IFN-γ and granzyme B, whereas unconventional IELs express granzyme B and perforin following TCR stimulation (5, 22–24). Previous studies have shown that the cytolytic activity of IELs is moderately reduced in GF mice, suggesting a partial role for microbiota (8).

To precisely determine the influence of gut microbiota- and diet-derived antigens on IEL effector function, we first examined cytolytic activity in conventional IEL subsets from SPF, GF, and AF mice. Granzyme B production was clearly detected in all IEL subsets except for TCRαβ^+^ CD4^+^ IELs (**Figure 2A**). Among granzyme B-producing IELs, levels of intracellular granzyme B were not significantly reduced in GF mice compared to SPF mice (**Figure 2B**). However, in AF mice, granzyme B production was severely impaired across both conventional (TCRαβ^+^ CD8αβ^+^ and TCRαβ^+^ CD4^+^ CD8αα^+^) and unconventional (TCRαβ^+^ CD8αα^+^ and TCRγδ^+^) IELs, indicating that dietary antigens, even if unprocessed by the gut microbiota, are sufficient to induce granzyme B production in IELs (**Figures 2A, B**).

**Figure 2:**
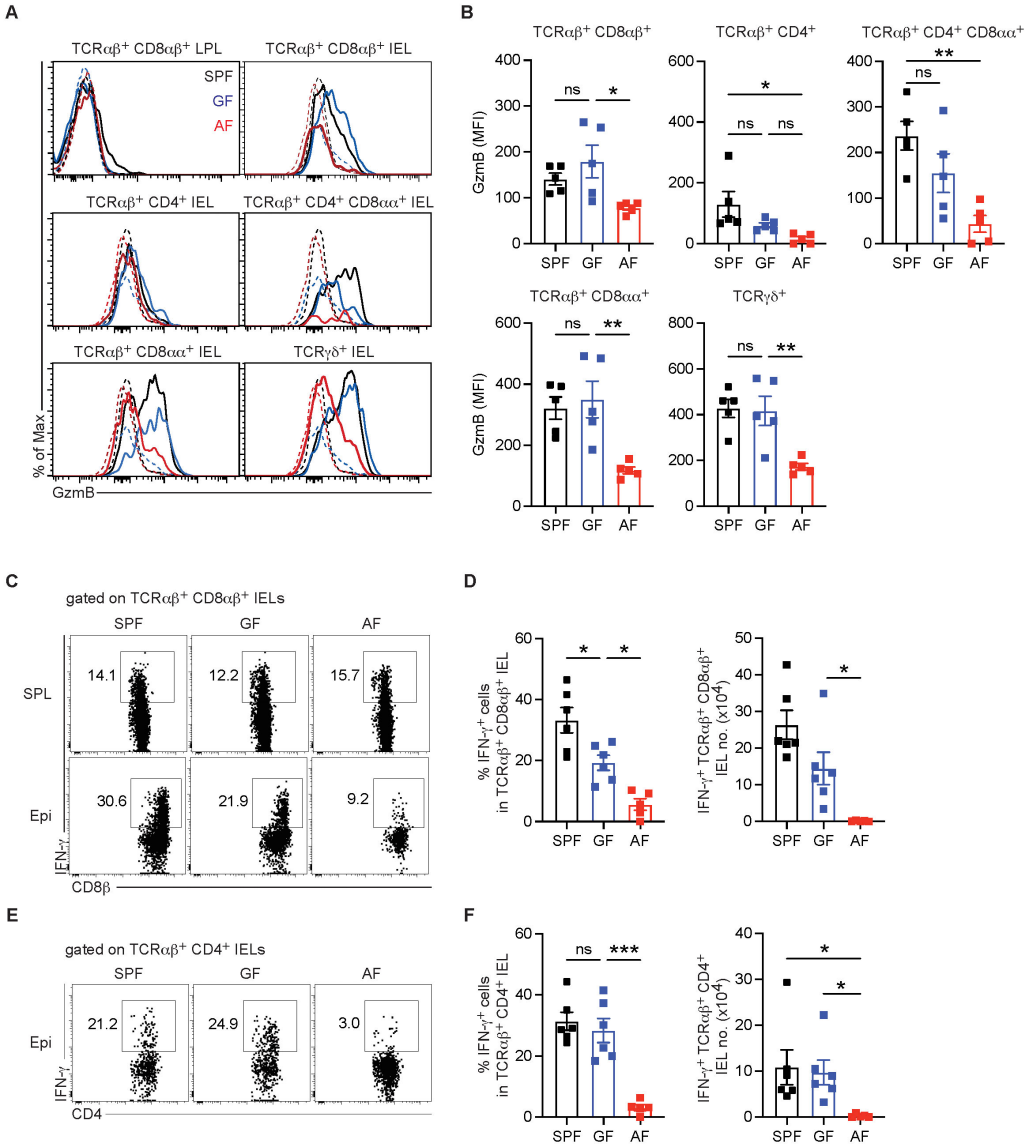
Dietary antigens are critical for the effector functions of conventional and unconventional IELs. **(A, B)** Granzyme B (GzmB) expression in lamina propria CD8^+^ T cells or IEL subsets from the small intestine of SPF, GF, and AF mice (*n* = 5 per group). Granzyme B expression was measured without *in vitro* restimulation. **(A)** Representative histograms of granzyme B expression. **(B)** Quantification of granzyme B expression shown as mean fluorescence intensity (MFI) for the indicated IEL subsets. **(C, D)** Splenocytes and small intestinal IELs were harvested from adult SPF, GF, and AF mice (*n* = 6 per SPF and GF mice, *n* = 5 per AF mice). Cells were stimulated *in vitro* for 3 h with PMA/Ionomycin. **(C)** Representative contour plots showing IFN-γ^+^ TCRαβ^+^ CD8αβ^+^ IELs. **(D)** Percentage of IFN-γ^+^ cells gated on TCRαβ^+^ CD8αβ^+^ IELs and total number of IFN-γ^+^ TCRαβ^+^ CD8αβ^+^ IELs. **(E)** Representative dot plots showing IFN-γ^+^ TCRαβ^+^ CD4^+^ IELs. **(D)** Percentage of IFN-γ^+^ cells gated on TCRαβ^+^ CD4^+^ IELs and total number of IFN-γ^+^ TCRαβ^+^ CD4^+^ IELs. In all histograms, granzyme B expression in the indicated cells was shown with thick lines and that in TCRαβ^–^ TCRγδ^–^ cells was shown with dotted lines. Statistical differences were determined by one-way ANOVA **(B, D, F)** with Tukey’s multiple comparisons tests. *p < 0.05, **p < 0.01, ***p < 0.001. ns, not significant. Each symbol represents an individual mouse. Error bars represent SEM.

In terms of IFN-γ production, the requirement of gut microbiota and dietary antigens in IFN-γ production varied across conventional IEL subsets. IFN-γ production in conventional TCRαβ^+^ CD8αβ^+^ IELs was partially dependent on gut microbiota, while further deprivation of dietary antigens led to a severe reduction in IFN-γ production in this subset (**Figures 2C, D**). In contrast, IFN-γ production by TCRαβ^+^ CD4^+^ IELs was unaffected in GF mice but was completely abrogated in AF mice (**Figures 2E, F**).

T-bet (T-box expressed in T cells) is a transcription factor previously identified in certain IEL subsets in normal SPF mice (25, 26). While other transcription factors such as Eomesodermin can promote granzyme B expression, T-bet acts as a potent enhancer of granzyme B expression (27, 28). Consistent with the diminished granzyme B expression, T-bet was significantly reduced in conventional TCRαβ^+^ CD8αβ^+^ IELs in AF mice compared to SPF and GF mice (**Supplementary Figures S1A, B**). Likewise, T-bet expression was also downregulated in unconventional TCRαβ^+^ CD8αα^+^ and TCRγδ^+^ IELs from AF mice relative to those in SPF and GF mice (**Supplementary Figures S1C, D**). Flow cytometry and qPCR analyses further revealed that Blimp1 expression was significantly reduced in TCRαβ^+^ CD8αβ^+^ IELs from AF mice compared to GF mice (**Supplementary Figures S1E, F**), in line with their tissue localization patterns (29). Together, these findings highlight that dietary antigens are critical for optimal IEL effector function, at least in part, through the regulation of transcription factors such as T-bet and Blimp-1.

### Generation and maintenance of functional IELs require stimulation with dietary antigens

Exposure to solid food after weaning and subsequent microbial changes are considered as a critical factor for the development or maturation of the mucosal immune system (30). To investigate the ontogeny of IELs and IEL effector function under physiological conditions, we examined IEL populations in SPF mice before and after weaning onto a normal chow diet (NCD). Conventional TCRαβ^+^ CD8αβ^+^ IELs were scarce in 3-week-old mice but gradually increased following weaning onto NCD (**Figures 3A, B**), consistent with previous findings (1). The proportion of unconventional TCRαβ^+^ CD8αα^+^ IELs among TCRαβ^+^ CD8α^+^ cells was relatively higher in pre-weaned SPF mice compared to adults, reflecting the age-dependent expansion of conventional TCRαβ^+^ CD8αβ^+^ IELs (**Supplementary Figure S2A**). TCRγδ^+^ IELs also increased after weaning onto NCD (**Supplementary Figure S2B**). Furthermore, upon weaning onto NCD, granzyme B expression was substantially upregulated in both conventional TCRαβ^+^ CD8αβ^+^ IELs and unconventional TCRαβ^+^ CD8αα^+^ and TCRγδ^+^ IELs (**Figures 3C, D**, and **Supplementary Figures S2A, B**).

**Figure 3:**
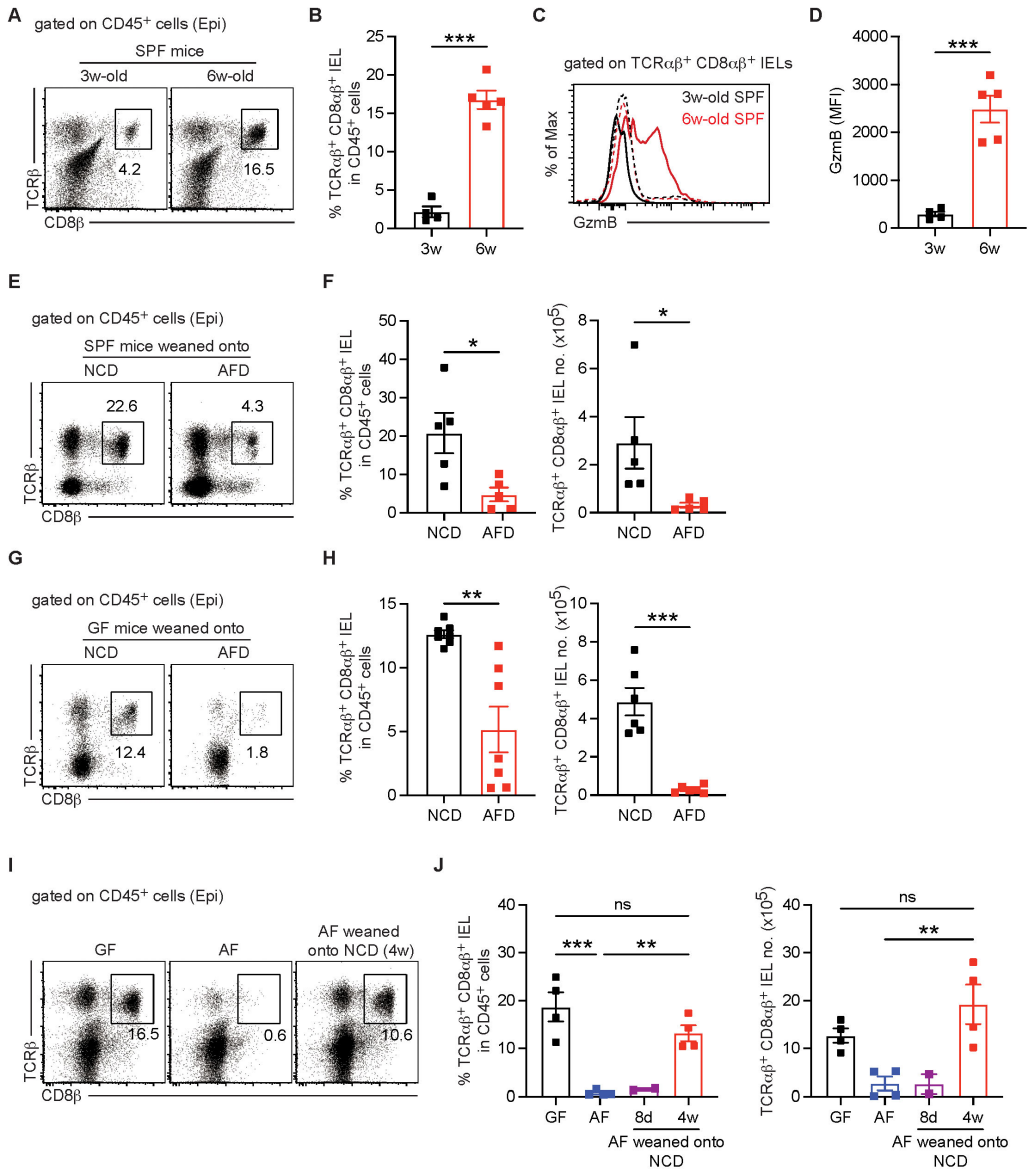
Exposure to diet during ontogeny drives IEL development and effector functions. IELs were harvested from the small intestine of the indicated mice and TCRαβ^+^ CD8αβ^+^ T cells were identified by staining with anti-TCRβ and CD8β mAbs. **(A–D)** TCRαβ^+^ CD8αβ^+^ IELs were examined in 3- and 6-week-old SPF mice (*n* = 4–5 per group). **(A)** Representative dot plots showing TCRαβ^+^ CD8αβ^+^ IELs gated on CD45^+^ cells. **(B)** Percentage of TCRαβ^+^ CD8αβ^+^ IELs gated on CD45^+^ cells. **(C)** Representative histogram showing granzyme B expression in TCRαβ^+^ CD8αβ^+^ IELs. Granzyme B expression in the indicated cells was shown with thick lines and that in TCRβ^–^ TCRγδ^–^ cells was shown with dotted lines. **(D)** MFI of granzyme B expression in TCRαβ^+^ CD8αβ^+^ IELs. **(E, F)** Three-week-old SPF mice were weaned onto normal chow diet (NCD) or antigen-free diet (AFD) and TCRαβ^+^ CD8αβ^+^ IELs were examined at 3 weeks post-weaning (*n* = 5 per group). **(E)** Representative dot plots gated on showing TCRαβ^+^ CD8αβ^+^ IELs gated on CD45^+^ cells. **(F)** Percentage of TCRαβ^+^ CD8αβ^+^ IELs gated on CD45^+^ cells (left) and total numbers of TCRαβ^+^ CD8αβ^+^ IELs (right). **(G, H)** Three-week-old GF mice were weaned onto NCD and AFD, and TCRαβ^+^ CD8αβ^+^ IELs were examined at 3 weeks post-weaning (*n* = 7 per group). **(G)** Representative dot plots gated on showing TCRαβ^+^ CD8αβ^+^ IELs gated on CD45^+^ cells. **(H)** Percentage of TCRαβ^+^ CD8αβ^+^ IELs gated on CD45^+^ cells (left) and total numbers of TCRαβ^+^ CD8αβ^+^ IELs (right). **(I, J)** Three-week-old AF mice were weaned onto NCD, and TCRαβ^+^ CD8αβ^+^ IELs were examined 8 days and 4 weeks later after weaning (*n* = 4 per GF, AF, and AF mice weaned onto NCD for 4 weeks, *n* = 2 per AF mice weaned onto NCD for 8 days). **(I)** Representative dot plots gated on showing TCRαβ^+^ CD8αβ^+^ IELs gated on CD45^+^ cells in the indicated mice. **(J)** Percentage of TCRαβ^+^ CD8αβ^+^ IELs gated on CD45^+^ cells (left) and total numbers of TCRαβ^+^ CD8αβ^+^ IELs (right) in the indicated mice. At least two independent experiments show similar results. Statistical differences were determined by unpaired Student’s *t*-test **(F, H)** or by one-way ANOVA **(J)** with Tukey’s multiple comparisons tests. *p < 0.05, **p < 0.01, ***p < 0.001. ns, not significant. Each symbol represents an individual mouse. Error bars represent SEM.

To further confirm that dietary antigens drive the IEL development, neonatal SPF or GF mice were weaned onto either NCD or AF diet (AFD). Regardless of the presence of gut microbiota, both SPF and GF mice weaned onto an AFD for 3 weeks showed a marked depletion of conventional TCRαβ^+^ CD8αβ^+^ IELs (**Figures 3E–H**). In contrast, weaning neonatal SPF or GF mice onto NCD for 3 weeks did not reveal a significant effect of AFD feeding on the frequency or total number of unconventional TCRαβ^+^ CD8αα^+^ IELs (**Supplementary Figures S2C, E**). Consistent with the levels of TCRγδ^+^ IELs observed in AF mice (**Figure 1H**), the abundance of TCRγδ^+^ IELs was similar between mice weaned onto NCD and those weaned onto AFD (**Supplementary Figures S2D, F**). Conversely, we examined IEL development in neonatal AF mice weaned onto a sterile NCD. Weaning neonatal AF mice onto NCD for 4 weeks did not significantly alter the total number of unconventional TCRαβ^+^ CD8αα^+^ IELs (**Supplementary Figure S3A**). The abundance of TCRγδ^+^ IELs remained similar among GF, AF, and AF mice weaned onto NCD (**Supplementary Figure S3B**). However, pre-weaned AF mice maintained onto NCD for 4 weeks developed TCRαβ^+^ CD8αβ^+^ IELs at levels similar to GF mice (**Figures 3I, J**), accompanied by an increase in granzyme B expression within this subset (**Supplementary Figure S3C**). Granzyme B expression in unconventional IEL subsets was restored to the level observed in GF mice (**Supplementary Figure S3C**).

Based on these findings, we also tested whether deprivation of dietary antigens leads to the impairment of TCRαβ^+^ CD8αβ^+^ IEL generation by using commercially available AAD, which are depleted of proteins, as reported previously (16, 31). Weaning neonatal GF mice onto both AFD and AAD effectively prevented the development of IELs, particularly TCRαβ^+^ CD8αβ^+^ IELs (**Supplementary Figures S4A, B**). In addition, granzyme B expression on the residual IELs that developed in AAD-fed GF mice was very low (**Supplementary Figure S4C**). Collectively, these findings indicate that dietary antigens exposed during the weaning period are essential for both the development and functional maturation of IELs.

### Continuous stimulation with dietary antigens is required for the effector function of IELs

Next, to investigate whether continued exposure to dietary antigens is required for maintaining conventional IEL subsets, adult GF mice with a full IEL compartment were fed with AFD for 8 weeks. Surprisingly, we found that the proportion and total number of conventional TCRαβ^+^ CD8αβ^+^ IELs remained stable despite AFD feeding (**Figures 4A, B**). However, their effector function, as measured by IFN-γ production and granzyme B expression, was significantly impaired by AFD feeding (**Figures 4C–E**). AFD feeding to adult GF mice also led to the impaired effector function in unconventional IELs, such as TCRαβ^+^ CD8αα^+^ and TCRγδ^+^ IEL subsets, although both IEL populations were also long-lived (**Figures 4F–K**). These findings suggest that while IELs are long-lived, their effector function requires continued stimulation by dietary antigens.

**Figure 4:**
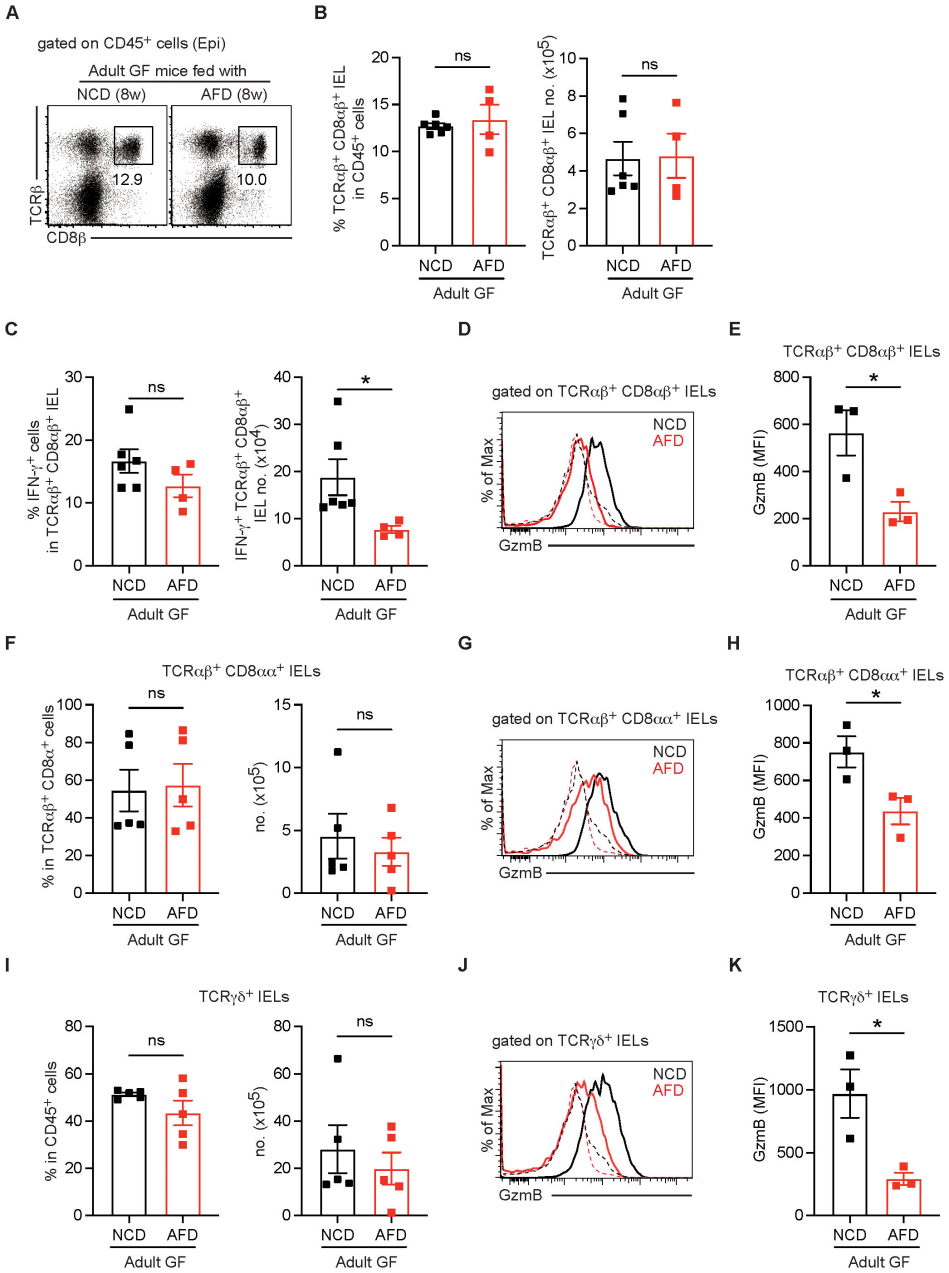
Maintenance of functional IELs requires stimulation with dietary antigens. Adult GF mice raised on sterile NCD were kept fed with NCD or switched to AFD for 8 weeks and TCRαβ^+^ CD8αβ^+^ IELs in the small intestine were examined (*n* = 6 per adult GF mice fed with NCD, *n* = 4 per adult GF mice fed with AFD). **(A)** Representative dot plots gated on showing TCRαβ^+^ CD8αβ^+^ IELs gated on CD45^+^ cells. **(B)** Percentage of TCRαβ^+^ CD8αβ^+^ IELs gated on CD45^+^ cells (left) and total numbers of TCRαβ^+^ CD8αβ^+^ IELs (right). **(C)** Percentage of IFN-γ^+^ cells gated on TCRαβ^+^ CD8αβ^+^ IELs (left) and total number of IFN-γ^+^ TCRαβ^+^ CD8αβ^+^ IELs (right). **(D)** Representative histogram showing granzyme B expression in TCRαβ^+^ CD8αβ^+^ IELs. **(E)** MFI of granzyme B expression in TCRαβ^+^ CD8αβ^+^ IELs from the indicated mice (*n* = 3 per group). **(F)** Percentage of TCRαβ^+^ CD8αα^+^ IELs gated on TCRαβ^+^ CD8α^+^ IELs (left) and total number of TCRαβ^+^ CD8αα^+^ IELs (right). **(G)** Representative histogram showing granzyme B expression in TCRαβ^+^ CD8αα^+^ IELs. **(H)** MFI of granzyme B expression in TCRαβ^+^ CD8αα^+^ IELs from the indicated mice (*n* = 3 per group). **(I)** Percentage of TCRγδ^+^ IELs gated on CD45^+^ cells (left) and total number of TCRγδ^+^ IELs (right). **(J)** Representative histogram showing granzyme B expression in TCRγδ^+^ IELs. **(H)** MFI of granzyme B expression in TCRγδ^+^ IELs from the indicated mice (*n* = 3 per group). Data are pooled from two independent experiments **(B, C, F, I)**. Two independent experiments show similar results **(E, H, K)**. In all histograms, granzyme B expression in the indicated cells was shown with thick lines and that in TCRβ^–^ TCRγδ^–^ cells was shown with dotted lines. Statistical differences were determined by unpaired Student’s *t*-test. *p < 0.05, ns, not significant. Each symbol represents an individual mouse. Error bars represent SEM.

### IL-12 can sustain granzyme B expression in TCRαβ^+^ CD8αβ^+^ IELs even in the absence of dietary antigen stimulation

While continuous stimulation with dietary antigens is critical for maintaining the effector function of both conventional and unconventional IELs, intestinal cytokine milieu influenced by dietary macromolecules may also regulate their effector function. Previous studies have reported that intestinal epithelium shows high expression of IL-15 and TGF-β (32, 33) and that IELs exert cytolytic activity upon exposure to IL-12, IL-18, and IL-15 (34). To address this issue, in subsequent analyses, we focused on conventional TCRαβ^+^ CD8αβ^+^ IELs to avoid the complexity and heterogeneity associated with unconventional IEL subsets. Moreover, TCRαβ^+^ CD8αβ^+^ IELs can be effectively studied by using experimental approaches such as adoptive transfer of TCR-transgenic CD8^+^ T cells combined with feeding of cognate antigen as a model dietary antigen.

To determine whether these cytokines contribute to the effector function of dietary antigen-induced IELs, we first analyzed IELs in IL-15-deficient (IL-15KO), CD4-DN TGF-βR2 Tg (CD4-DN TGF-βR2 Tg), and IL-12Rβ2-deficient (IL-12Rβ2 KO) mice. Interestingly, the proportion of conventional TCRαβ^+^ CD8αβ^+^ IELs increased in IL-15KO mice. However, their total numbers and granzyme B expression remained unchanged in IL-15 KO mice (**Supplementary Figures S5A–C**). In CD4-DN TGF-βR2 Tg mice, the levels of TCRαβ^+^ CD8αβ^+^ IELs were significantly reduced, yet granzyme B expression was similar to WT mice (**Supplementary Figures S5E–G**). In contrast, IL-12Rβ2 KO mice exhibited a profound depletion of TCRαβ^+^ CD8αβ^+^ IELs, and the few remaining IELs failed to express granzyme B (**Figures 5A–D**). These results suggest that IL-12 signaling is critical for both the induction of TCRαβ^+^ CD8αβ^+^ IELs and their effector function, whereas either IL-15 or TGF-β signaling is dispensable for their effector function.

**Figure 5:**
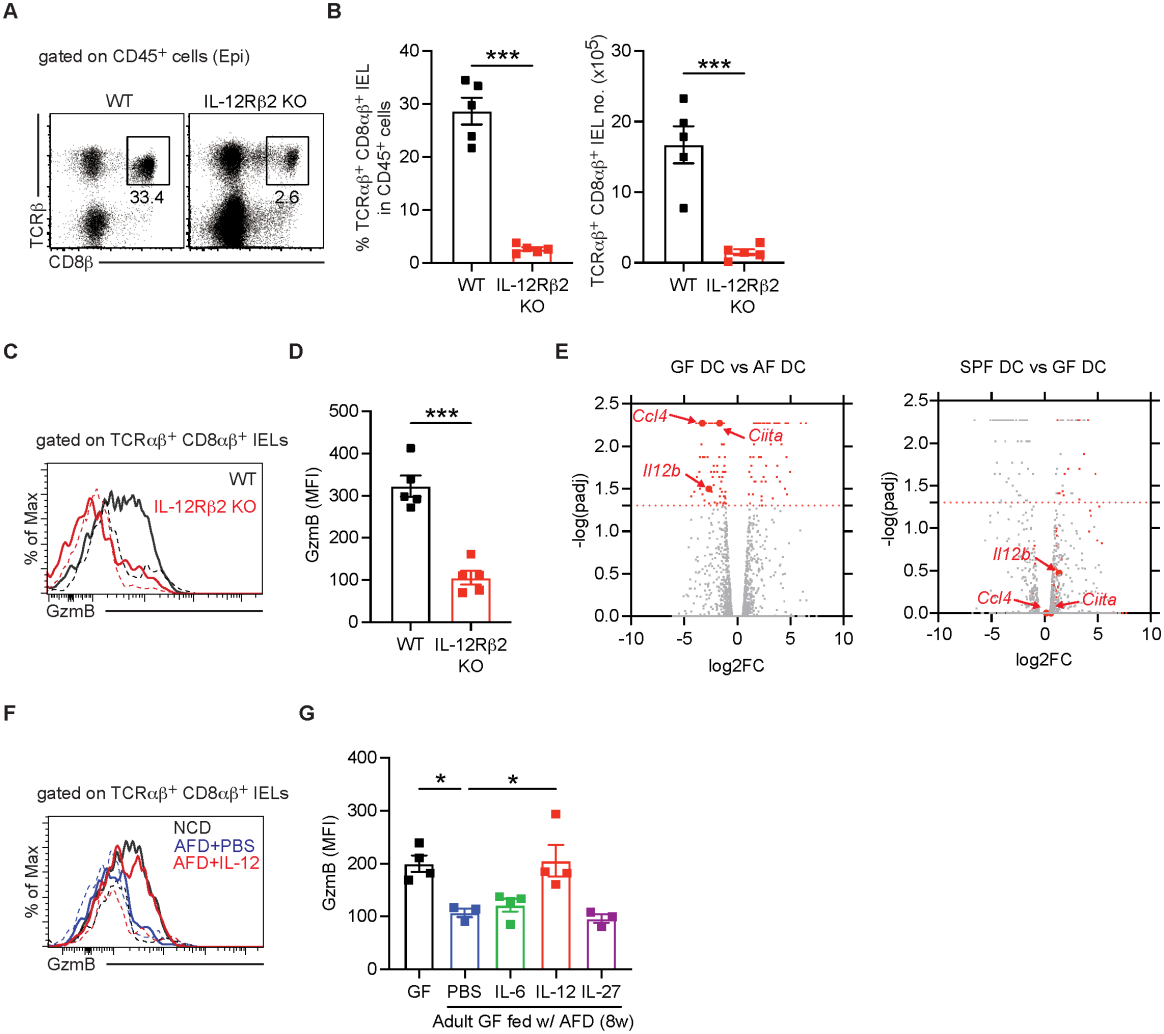
IL-12 can sustain granzyme B expression in TCRαβ^+^ CD8αβ^+^ IELs in the absence of dietary antigen stimulation. **(A–D)** IELs were harvested from the small intestine of adult SPF B6 wild-type (WT) and IL-12Rβ2 knockout (KO) mice and TCRαβ^+^ CD8αβ^+^ IELs were analyzed (*n* = 5 per group). **(A)** Representative dot plots gated on showing TCRαβ^+^ CD8αβ^+^ IELs gated on CD45^+^ cells. **(B)** Percentage of IFN-γ^+^ cells gated on TCRαβ^+^ CD8αβ^+^ IELs (left) and total number of IFN-γ^+^ TCRαβ^+^ CD8αβ^+^ IELs (right). **(C)** MFI of granzyme B expression in TCRαβ^+^ CD8αβ^+^ IELs from the indicated mice. **(D)** MFI of granzyme B expression in TCRαβ^+^ CD8αβ^+^ IELs. **(E)** CD103^+^ CD11b^+^ dendritic cells (DCs) were FACS-sorted from the lamina propria of the small intestine of adult SPF, GF, and AF mice. Gene expression was analyzed by RNA-seq. Volcano plots show differentially expressed genes between GF *vs*. AF mice (left) and SPF *vs*. GF mice (right). Red dots represent genes significantly upregulated in GF *vs*. AF comparison. *Il12b*, *Ccl4*, and *Ciita* were highlighted as representative genes. Red horizontal lines indicate adjusted *p*-value (*p*_adj_) = 0.05. **(F, G)** Adult GF mice were switched to AFD for 8 weeks and then were injected with recombinant IL-6, IL-12, or IL-27 every 3 days for 3 weeks. Granzyme B expression in TCRαβ^+^ CD8αβ^+^ IELs was analyzed. **(F)** Representative histogram showing granzyme B expression in TCRαβ^+^ CD8αβ^+^ IELs. **(G)** MFI of granzyme B expression in TCRαβ^+^ CD8αβ^+^ IELs in the indicated mice. Two independent experiments show similar results. In all histograms, granzyme B expression in the indicated cells was shown with thick lines and that in TCRβ^–^ TCRγδ^–^ cells was shown with dotted lines. Statistical differences were determined by unpaired Student’s *t*-test **(B, D)** or by one-way ANOVA **(G)** with Tukey’s multiple comparisons tests. *p < 0.05, ***p < 0.001. Each symbol represents an individual mouse. Error bars represent SEM.

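CD103+ CD11b+ DCs of the small intestine were sequenced as 2 libraries each for SPF, GF and AF mice, where AF mice are GF mice raised on a chemically defined diet without intact proteins. The paper gives 6 mice per group and pools of 3, so each library stands for a pool of 3 mice and n is 2 libraries per group. The authors deposited FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) for 26457 genes in each library, and tables of their own comparison of GF with AF mice and of SPF with GF mice. The aligner, the genome build and the software are not given in the sources used here, and gene identifiers are of the kind that Cufflinks assigns. Of 22180 gene symbols found once in the GENCODE M21 annotation of GRCm38, 22148 had a deposited position overlapping the annotated gene, so positions are given on GRCm38. The number of fragments behind the values is not given in the sources used here, and no counting interval was computed. FPKM summed to 629630 and 542652 in AF replicates 1 and 2, to 633515 and 559260 in GF replicates 1 and 2, and to 512921 and 610950 in SPF replicates 1 and 2. Values were taken as log2(FPKM + 1), without further scaling between libraries, for the 10472 genes with a mean of at least 1 FPKM over the 6 libraries. Differences were tested with limma in a fit over the 3 groups with 3 residual degrees of freedom, and p values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05.
Transcripts of the sorting markers were abundant in every library, with Itgae (CD103) between 259 and 411 FPKM and Itgam (CD11b) between 115 and 210 FPKM. Correlation across genes, which are not independent replicates, did not group the libraries by condition. The highest r among the 15 pairs of libraries, 0.980, was that of AF replicate 1 with GF replicate 1, and the 2 GF libraries had an r of 0.948. Genes of other cell types were high in single libraries. A list of T cell genes summed to 509 FPKM in AF replicate 2 and to between 1.81 and 6.66 FPKM in the others. Macrophage genes summed to 2700 FPKM in SPF replicate 1 and to between 425 and 1320 FPKM in the others. Epithelial genes summed to 603 FPKM in GF replicate 2 and to between 152 and 207 FPKM in the others.

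**Figure D1:**
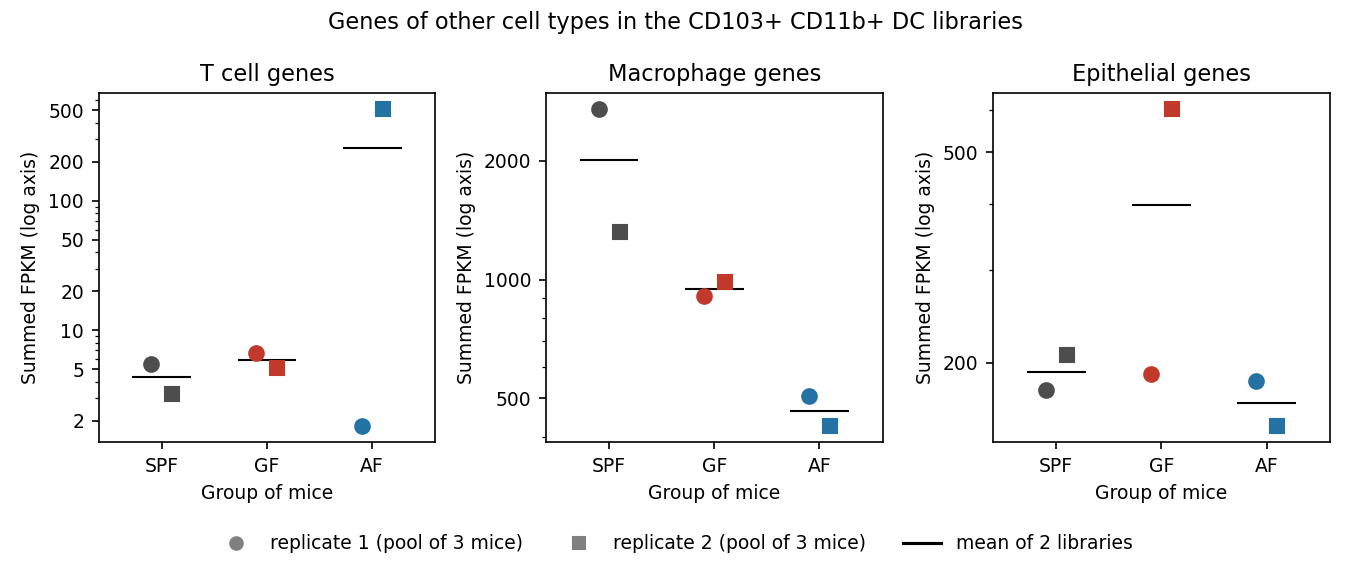
Summed FPKM, on log axes, of lists of T cell, macrophage and epithelial genes in each library, by group of mice. Circles and squares are the 2 libraries of a group, each a pool of 3 mice, and lines are their means. AF replicate 2 lies at 509 for T cell genes, SPF replicate 1 at 2700 for macrophage genes and GF replicate 2 at 603 for epithelial genes.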

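No gene passed the adjusted threshold in limma in any of the 3 comparisons. Between AF and GF mice, 531 of 10472 genes had an unadjusted p under 0.05, of which 227 were higher and 304 lower in AF mice, where chance alone gives 523.6. Between GF and SPF mice the number was 337, with 230 genes higher and 107 lower in GF mice. Between AF and SPF mice it was 1029, with 563 genes higher and 466 lower in AF mice. The 2 libraries of one group lay above or below both of the other for 32.8% of genes between AF and GF mice, for 27.8% between GF and SPF mice and for 49.4% between AF and SPF mice, where chance gives 33.3%. Leaving out GF replicate 1 moved the count for AF and GF mice most. The genes then past the threshold included epithelial genes such as Fabp1 and Sis, which were high in GF replicate 2.
The gene with the smallest p between AF and GF mice was Fscn1, which encodes the actin-bundling protein fascin. Its log2 fold change in AF relative to GF mice was -2.41 (standard error 0.19, adjusted p = 0.0733 in limma), and over the alternatives its adjusted p in limma ranged from 0.0325 with a filter of at least 5 FPKM to 0.504 with no filter. It passed the threshold with that filter, with a pseudocount of 0.1, without AF replicate 1 and without GF replicate 1, and not under the other alternatives. The other genes were ranked by unadjusted p, and none passed the adjusted threshold in the fit of all 6 libraries described above. The next genes lower in AF mice were Cacnb3, Aldh1a2 and Nudt17, with log2 fold changes of -2.04, -2.32 and -1.76, and Sdc3. Without 1 library these ranged from -2.72 for Aldh1a2 to -0.95 for Sdc3. The first 5 higher in AF mice were Ly6a, Il7r, Klrb1b, Capn2 and Crisp3, with log2 fold changes of 1.75, 2.06, 2.11, 1.47 and 1.46. Without 1 library they ranged from 1.14 for Capn2 to 2.65 for Klrb1b. For GF relative to SPF mice, the first 5 higher genes were LOC100861837, Nnt, Rnu3b4, G530011O06Rik and Ahnak, and the smallest adjusted p was 0.477, for LOC100861837 with a log2 fold change of 2.52. The first 5 lower genes were 1700112E06Rik, Angptl4, Timeless, Igj and Spsb1, with log2 fold changes between -4.67 for Igj and -0.73 for Spsb1. Without 1 library, LOC100861837 ranged from 2.19 to 2.84 and Igj from -6.32 to -3.03.
The authors' deposited tables list 144 genes with their adjusted p under 0.05 between GF and AF mice, 58 higher and 86 lower in AF mice, and 126 between SPF and GF mice, 54 higher and 72 lower in GF mice. All 135 of the former that were among the genes tested here, and all 110 of the latter, had a limma fold change in the same direction. Both rest on the same libraries, so this is not independent evidence. The libraries of the 2 groups did not overlap for 107 of the 144 genes and for 59 of the 126 genes. Single libraries held the higher value in many of these genes. AF replicate 2 was at least 4 times AF replicate 1 in 32 of the 58 genes higher in AF mice, and GF replicate 2 was at least 4 times GF replicate 1 in 36 of the 86 genes lower in AF mice. SPF replicate 1 was at least 4 times SPF replicate 2 in 67 of the 72 genes lower in GF mice, and GF replicate 2 was at least 4 times GF replicate 1 in 29 of the 54 genes higher in GF mice.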

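Ccl4 (XLOC_003219), which encodes the chemokine CCL4, lies on chromosome 11 of GRCm38 from 83662584 to 83664683. Its FPKM was 19.7 ± 18.6 (SD, n = 2 libraries) in SPF mice, 29.9 ± 30.3 (SD, n = 2) in GF mice and 3.03 ± 0.27 (SD, n = 2) in AF mice. The log2 fold change was -2.47 in AF relative to GF mice (standard error 0.92, adjusted p = 0.801 in limma) and 0.48 in GF relative to SPF mice (standard error 0.92, adjusted p = 1 in limma). The authors' deposited table gives a log2 fold change of -3.304 and an adjusted p of 0.00534 for AF relative to GF mice. Without GF replicate 2, the limma log2 fold change was -1.24 in AF relative to GF mice and -0.74 in GF relative to SPF mice, while without GF replicate 1 they were -3.70 and 1.71. The change in GF relative to SPF mice was -0.60 without SPF replicate 2 and 1.57 without SPF replicate 1.
Ciita (XLOC_008520), which encodes the transactivator of MHC class II genes, lies on chromosome 16 from 10480072 to 10527564. Its FPKM was 32.2 ± 10.2 (SD, n = 2) in SPF mice, 36.3 ± 31.5 (SD, n = 2) in GF mice and 11.4 ± 2.72 (SD, n = 2) in AF mice. The log2 fold change was -1.28 in AF relative to GF mice (standard error 0.61, adjusted p = 0.801 in limma) and -0.11 in GF relative to SPF mice (standard error 0.61, adjusted p = 1 in limma). The authors' deposited table gives a log2 fold change of -1.67 and an adjusted p of 0.00534 for AF relative to GF mice. Without GF replicate 2, the limma value for AF relative to GF mice was -0.29, and without GF replicate 1 it was -2.28 (adjusted p = 0.0633 in limma). The change in GF relative to SPF mice was -1.11 without GF replicate 2 and -0.43 without SPF replicate 2, and became positive, at 0.88, without GF replicate 1 and at 0.20 without SPF replicate 1.
For each gene, both AF libraries lay below all 4 GF and SPF libraries. An exact two-sided permutation test of AF against GF libraries gave p = 0.333 for each gene, the smallest p that 2 libraries against 2 allow. Against the 4 GF and SPF libraries together, the exact two-sided permutation p was 0.133 for each gene, where the smallest possible p is 0.0667. The 10 MHC class II genes of a list were all lower in AF than in GF mice, with a median log2 fold change of -0.21, and all higher in GF than in SPF mice, with a median of 0.22. These tallies depended on the scaling and on single libraries. With quantile normalization 7 were lower and 3 higher in AF than in GF mice, and 7 were higher and 1 lower in GF than in SPF mice. With TPM rescaling 9 were lower and 1 higher in the former and 9 higher and 1 lower in the latter. Without AF replicate 2 and without GF replicate 1, 7 and 8 of the 10 were lower in AF than in GF mice, and without GF replicate 1 and without SPF replicate 1, 8 and 7 were higher in GF than in SPF mice. With camera at a preset inter-gene correlation of 0.01, the adjusted p of these set tests was 0.00791 and 0.000748, and neither passed the threshold with an estimated correlation. With fry, neither passed it at the same scaling, and both passed it with quantile normalization (adjusted p = 0.0213 each) and with TPM rescaling (adjusted p = 0.0251 each).

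**Figure D2:**
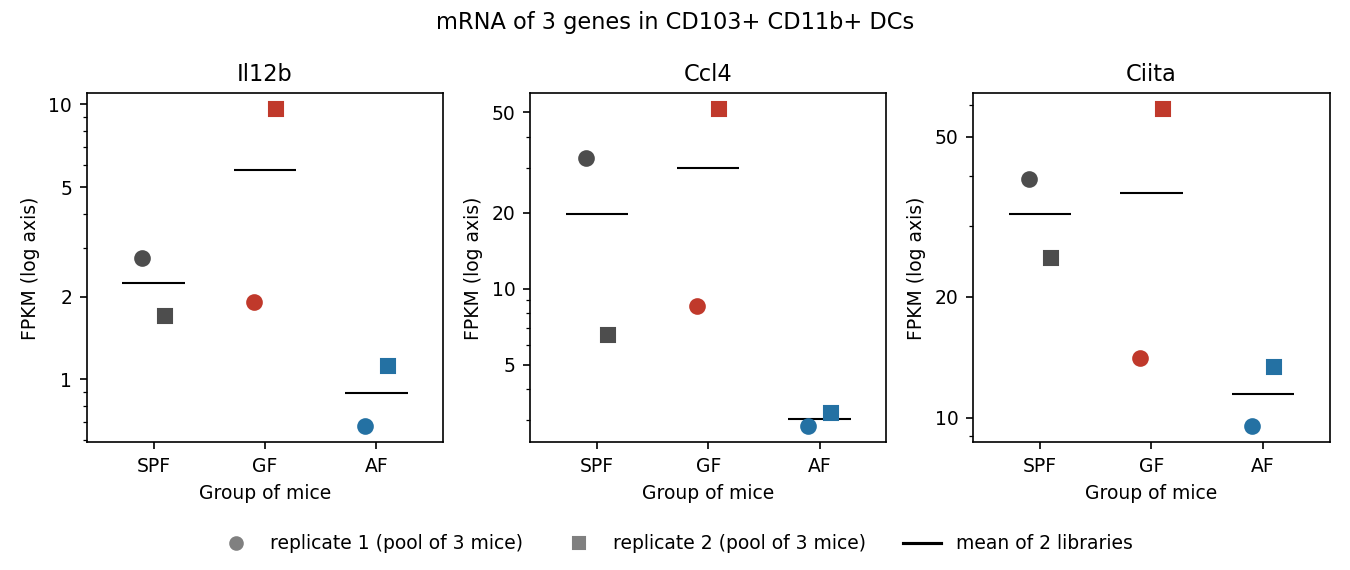
FPKM, on log axes, of Il12b, Ccl4 and Ciita in each library, by group of mice. Circles and squares are the 2 libraries of a group, each a pool of 3 mice, and lines are their means. For each gene the 2 AF libraries are the lowest of the 6 and GF replicate 2 is the highest.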

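Il12b (XLOC_002801), which encodes the p40 subunit of IL-12, lies on chromosome 11 of GRCm38 from 44400063 to 44414017. In the CD103+ CD11b+ DC libraries its FPKM was 2.24 ± 0.75 (SD, n = 2 libraries) in SPF mice, 5.76 ± 5.43 (SD, n = 2) in GF mice and 0.90 ± 0.31 (SD, n = 2) in AF mice. The GF libraries differed from each other by more than any 2 group means did, with 1.92 FPKM in replicate 1 and 9.59 FPKM in replicate 2. SPF replicates 1 and 2 had 2.76 and 1.71 FPKM, and AF replicates 1 and 2 had 0.68 and 1.12 FPKM, so that both AF libraries lay below the other 4. The log2 fold change in AF relative to GF mice was -1.56 (standard error 0.58, unadjusted p = 0.0330 and adjusted p = 0.801 in limma). In AF relative to SPF mice it was -0.76 (standard error 0.58, adjusted p = 0.678 in limma). In GF relative to SPF mice it was 0.80 (standard error 0.58, adjusted p = 1 in limma). The paper picks out Il12b, Ccl4 and Ciita from these samples, and over their 9 tests the smallest p adjusted over the list alone was 0.139 in limma, with 0 past the threshold, which is not independent evidence.
The exact two-sided permutation test of AF against GF libraries gave p = 0.333, which is the smallest this design allows, and that of AF against the other 4 libraries gave p = 0.20. The size of the differences depended on which GF library was kept. Without GF replicate 2, the log2 fold change in AF relative to GF mice was -0.63 and that in GF relative to SPF mice was -0.13, while without GF replicate 1 they were -2.49 and 1.73. For Il12b, the authors' deposited table gives a log2 fold change of -2.68 with an adjusted p of 0.0317 in AF relative to GF mice, and 1.36 with an adjusted p of 0.336 in GF relative to SPF mice.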

Notably, RNA-seq analysis of purified intestinal CD103^+^ CD11b^+^ DCs, the most abundant DCs in the small intestine, revealed that *Il12b* mRNA expression in CD103^+^ CD11b^+^ DCs was similar between SPF and GF mice but significantly reduced in AF mice (**Figure 5E**). Of note, levels of CD103^+^ CD11b^+^ DCs were reduced in AF mice compared to SPF and GF mice (13). To further investigate the role of IL-12 in regulating TCRαβ^+^ CD8αβ^+^ IEL effector function, we examined the effects of injecting innate cytokines, such as IL-6, IL-12, and IL-27, into adult GF mice fed with AFD. Since the effector function of IEL subsets declined following prolonged AFD feeding (**Figures 4A–D**), adult GF mice were given repeated cytokine injections for 3 weeks, starting at 5 weeks after switching the mice onto AFD. Intriguingly, IL-12 injection restored granzyme B expression in TCRαβ^+^ CD8αβ^+^ IELs (**Figures 5F, G**). IL-12 injection did not affect granzyme B expression on splenic and LP-activated CD8^+^ T cells (**Supplementary Figures S6A, B**). Collectively, these data suggest that dietary antigens as well as IL-12, presumably produced by intestinal DCs, are critical for the prolonged function of TCRαβ^+^ CD8αβ^+^ IELs.

### Dietary antigen-induced IELs are required for early protection from foodborne infectious pathogens

We hypothesized that dietary antigen-induced IELs might provide protection against foodborne pathogens. To assess this idea, we orally infected adult GF and AF mice with LM expressing a mutated internalin A, which enables the bacterium to recognize murine E-cadherin expressed on intestinal epithelial cells in mice (35). Although LM can breach the intestinal epithelial barrier in an internalin A-independent manner (36), we selected this LM strain because it efficiently transverses the intestinal epithelium, where IELs are abundant. Mice were infected with LM via oral gavage to mimic listeriosis, and bacteria burden was assessed by analyzing CFU in the small intestine, liver, and spleen. In line with our hypothesis, we observed that AF mice exhibited a significantly higher infection burdens in the small intestine and liver, but not in spleen, compared to GF mice (**Figure 6A**). These findings suggest that dietary antigen-induced IELs contribute to early and local protection against LM intestinal infection.

**Figure 6:**
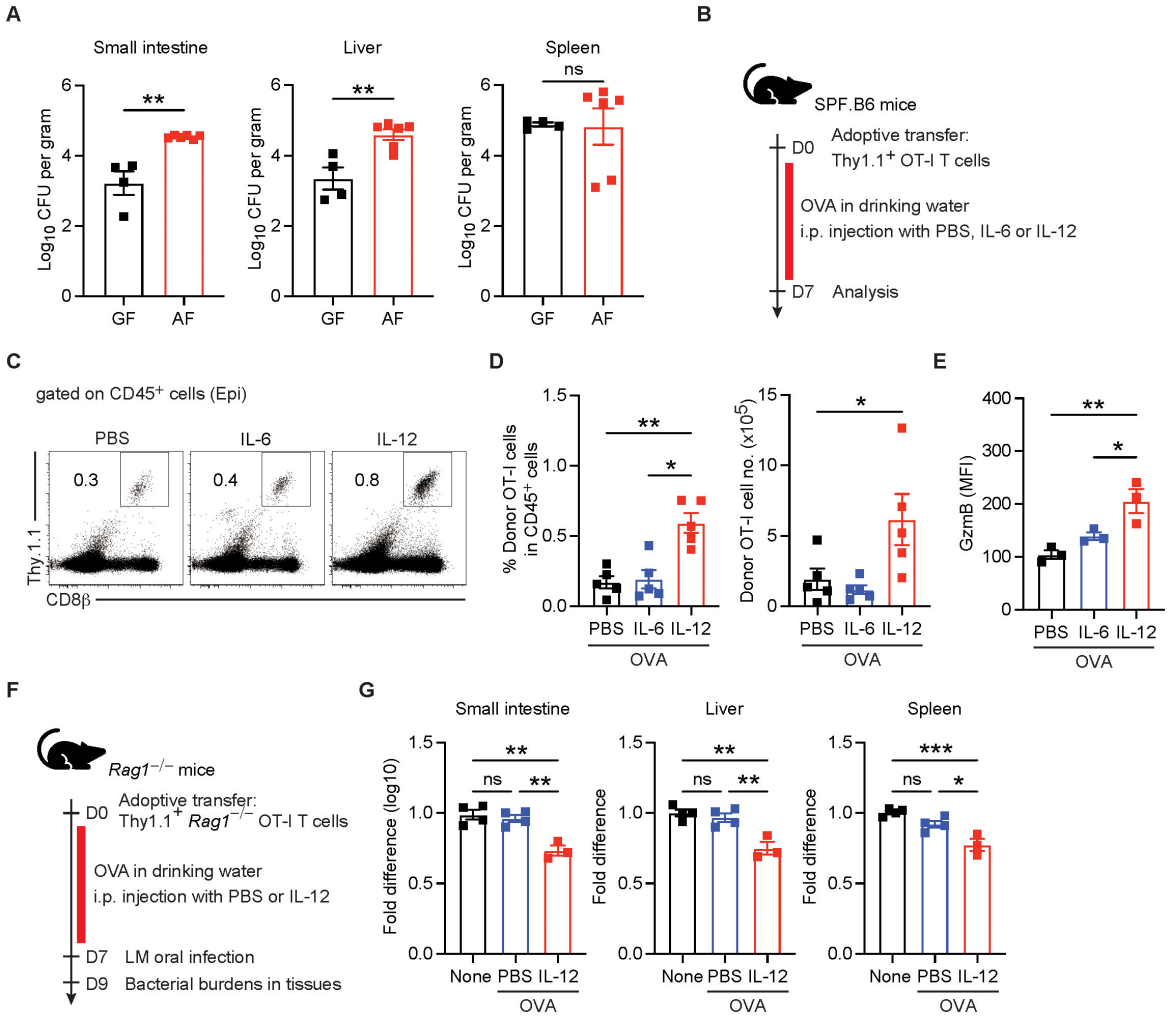
Dietary antigen-induced IELs are required for early protection from foodborne infectious pathogens. **(A)** Adult GF and AF mice were orally infected with *Listeria monocytogenes* expressing mutated internalin A, and bacterial burdens in the indicated tissues, shown as colony-forming unit (CFU), were determined at 2 days post-infection (*n* = 4 per GF mice, *n* = 6 per AF mice). **(B–E)** Adult SPF WT mice were adoptively transferred withThy1.1^+^ OT-I cells and fed with ovalbumin (OVA) for 7 days, together with intraperitoneal injections of PBS and recombinant IL-6 or IL-12 proteins. IELs were harvested from the small intestine of the indicated mice to analyze repopulation of OT-I cells in the small intestinal epithelium. **(B)** Experimental scheme. **(C)** Representative dot plots showing donor OT-I cells. **(D)** Percentage of donor OT-I cells gated on CD45^+^cells (left) and total number of donor OT-I cells (right) in the small intestinal epithelium. **(E)** MFI of granzyme B expression in OT-I IELs from the indicated mice. **(F, G)** Adult SPF *Rag1*^–/–^ mice were adoptively transferred with Thy1.1^+^*Rag1*^–/–^ OT-I cells and fed with normal or OVA-containing drinking water for 1 week. OVA-fed mice were also treated with PBS or recombinant IL-12 proteins every other day for 7 days. Mice were orally infected with *L. monocytogenes* (LM) expressing mutated internalin A and at day 2 post-infection, CFUs were determined in the indicated tissues. None: no OVA feeding, PBS: OVA feeding only, IL-12: OVA feeding + rIL12 injection. **(F)** Experimental scheme. **(G)** Fold differences in bacterial burden among the indicated tissues. Two independent experiments show similar results. Statistical differences were determined by unpaired Student’s *t*-test **(A)** or by one-way ANOVA **(C, E, F)** with Tukey’s multiple comparisons tests. *p < 0.05, **p < 0.01, ***p < 0.001. ns, not significant. Each symbol represents an individual mouse. Error bars represent SEM.

To further investigate the role of dietary antigen-induced TCRαβ^+^ CD8αβ^+^ IELs in LM protection, we utilized SPF Rag1 KO mice adoptively transferred with OT-I transgenic CD8^+^ T cells, which are specific to OVA; these mice lack all IEL subsets and OVA feeding allows for the repopulation of OT-I cells in the intestinal epithelium (**Figure 6B**). In addition, we administered IL-12 to examine its role in the induction and effector function of TCRαβ^+^ CD8αβ^+^ IELs in an antigen-specific manner. We found that in Rag1 KO mice adoptively transferred with OT-I CD8^+^ T cells, OVA feeding combined with IL-12 treatment not only enhanced the expansion of OT-I CD8^+^ T cells in the intestinal epithelium (**Figures 6C, D**) but also increased granzyme B production, compared to IL-6 treatment (**Figure 6E**).

Next, we orally infected these mice with LM lacking OVA expression to evaluate whether OT-I CD8^+^ IELs could provide early protection in an antigen-independent manner (**Figure 6F**). Although OVA feeding facilitated the repopulation of OT-I CD8^+^ T cells within the intestinal epithelium, these cells alone failed to provide early protection against LM infection. However, IL-12 treatment significantly reduced LM levels in the small intestine and liver at day 2 post-infection (**Figure 6G**). Collectively, these findings suggest that dietary antigen-induced IELs play a critical role in providing innate-like protective function, thereby contributing to rapid and local protection against foodborne infectious pathogens.

## Discussion

Our work demonstrates that dietary antigens profoundly influence the generation and effector functions of conventional TCRαβ^+^ and unconventional IELs in the small intestine. By comparing SPF, GF, and AF mice that lack exogenous antigens derived from gut microbiota and diet, we report here that dietary antigens effectively induce the majority of conventional IELs, including TCRαβ^+^ CD8αβ^+^, TCRαβ^+^ CD8α^+^ CD4^+^, and TCRαβ^+^ CD4^+^ IELs. Notably, dietary antigen-induced TCRαβ^+^ CD8αβ^+^ IELs provide innate-like function to mediate early protection against foodborne pathogens such as LM. These findings emphasize the critical role of these conventional IELs in mitigating the inherent vulnerability of the small intestine, which relies on a single-layered epithelium for its vital function such as nutrient absorption.

The weaning period represents an immunologically critical window that can imprint long-term susceptibility to inflammatory diseases. In this regard, the weaning reaction to microbiota, which is associated with the induction of RORγt^+^ regulatory T cells, has been identified as a key mechanism for regulating inflammatory responses later in life (37). These regulatory T cells are likely driven by the substantial compositional changes in the gut microbiota induced by the introduction of solid food. Hence, disruption of weaning reactions to microbiota through antibiotic treatment is considered as a risk factor for the development of allergy responses. Interestingly, our findings reveal that dietary antigen exposure, rather than microbial cues, is predominantly responsible for IEL development and effector function acquisition. These processes occur similarly in both SPF and GF mice during the weaning period. Therefore, dietary antigens also play a central role in equipping the small intestinal epithelium, the body’s frontline barrier in the intestine, with cytotoxic T cells during the natural weaning period.

Weaning neonatal GF mice onto AFD resulted in the depletion of conventional TCRαβ^+^ CD8αβ^+^ IELs. However, when dietary antigen deprivation occurs later in life, after TCRαβ^+^ CD8αβ^+^ IELs have populated the small intestinal epithelium, their numbers remain unaffected. This suggests that dietary antigen stimulation is not required for the long-term survival of TCRαβ^+^ CD8αβ^+^ IELs as they can persist for extended periods without continued antigen exposure. Considering that, in the context of infections, TCRαβ^+^ CD8αβ^+^ IELs can persist in the intestinal epithelium as tissue-resident memory T (Trm) cells (38, 39), our data suggest that dietary antigen-induced TCRαβ^+^ CD8αβ^+^ IELs may also persist as Trm cells within the epithelium in the absence of dietary antigen exposure. IL-7 signaling is critical for the maintenance of TCRαβ^+^ CD8αβ^+^ IELs as well as Trm cells (40). Hence, IL-7 produced by intestinal epithelial cells might support the survival of these IELs in the absence of antigenic stimulation (41, 42).

Nevertheless, our findings indicate that dietary antigen deprivation functionally impairs conventional TCRαβ^+^ CD8αβ^+^ IELs, with a significant reduction in their cytotoxic activity. While previous studies suggested that TCR engagement is required for IEL differentiation but not effector function (38), our data suggest a refinement to this view. We demonstrate that dietary antigen-specific IELs, particularly TCRαβ^+^ CD8αβ^+^ IELs, require continuous exposure to dietary antigens to maintain optimal function as seen in adult GF mice fed with AFD. Furthermore, dietary antigen-induced TCRαβ^+^ CD8αβ^+^ IELs encompass their activity against LM expressing unrelated antigens. Although it remains elusive how IELs reduce LM burden in an antigen-independent manner and whether IELs target both intracellular and extracellular LM, our results highlight that the poised activation state of TCRαβ^+^ CD8αβ^+^ IELs in response to dietary antigens and innate-like function in a TCR-independent manner contributes to rapid protection against foodborne pathogens in the small intestine. Indeed, TCRαβ^+^ CD8αβ^+^ IELs exhibit an innate-like function through the expression of antimicrobial peptides (43) and NK cell-activating receptors (38).

In addition to the critical role of dietary antigen stimulation, our data suggest that IL-12, presumably produced by small intestinal LP-DCs, is important for both maintenance and effector function of TCRαβ^+^ CD8αβ^+^ IELs. In this regard, defective IL-12 signaling, as seen in IL-12Rβ2 KO mice, results in the reduction of these IELs. Conversely, exogenous IL-12 administration enhances the repopulation of dietary antigen-induced TCRαβ^+^ CD8αβ^+^ IELs and their cytotoxic function, thereby improving the resistance to LM. 

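Transcripts of the other subunits of the IL-12 family were measured in the same CD103+ CD11b+ DC libraries. Il12a, which encodes the p35 subunit that pairs with p40 in IL-12, was listed at 0 FPKM in all 6 libraries. Il23a, whose product pairs with p40 in IL-23, had 0.39 and 0.62 FPKM in the AF libraries, 0.72 and 4.46 FPKM in the GF libraries and 0.87 and 1.14 FPKM in the SPF libraries. Its log2 fold change was -1.03 in AF relative to GF mice (standard error 0.53, adjusted p = 0.801 in limma) and 0.61 in GF relative to SPF mice (standard error 0.53, adjusted p = 1 in limma), and the latter was -0.22 without GF replicate 2. Il27 was listed at 0 FPKM in both AF libraries and stayed under 0.75 FPKM in the others, below the filter, as did Il7. Ebi3, the partner of Il27, had between 44.9 and 67.9 FPKM. Of the 7 cytokine genes tested, Il12b among them, 6 were lower and 1, Tgfb1, was higher in AF than in GF mice, and all 7 were higher in GF than in SPF mice, with no adjusted p under 0.801. These directions depended on single libraries. Without GF replicate 2, Il6 and Tgfb1 changed direction between AF and GF mice. Between GF and SPF mice, 5 of the 7 changed direction when 1 library was left out, namely Il12b, Il23a and Il6 without GF replicate 2, Il6 also without SPF replicate 1, Il15 without SPF replicate 2 and Tgfb1 without GF replicate 1. The paper compares these groups to separate the effect of microbiota from that of diet, since GF mice lack microbiota and AF mice lack both microbiota and dietary antigens.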

Interestingly, IL-12 production by LP-DCs remains intact in GF mice but is significantly reduced in AF mice, suggesting that gut microbiota is dispensable for IL-12 production by LP-DCs. It is possible that unknown dietary macromolecules condition LP-DCs to produce IL-12, or alternatively, T cell-intrinsic factors such as CD40L may induce IL-12 production by LP-DCs. The latter scenario can be supported by the observation that both conventional IELs and effector/memory phenotype LP T cells are significantly reduced in AF mice (13). Further investigation is required to elucidate the precise mechanisms governing IL-12 production by LP-DCs.

Previously, unconventional IELs, such as TCRαβ^+^ CD8αα^+^ and TCRγδ^+^ IELs, were shown to possess innate-like properties and to protect foodborne pathogens (44, 45). Our findings suggest that conventional TCRαβ^+^ CD8αβ^+^ IELs also display innate-like and antigen-independent functions in the immune defense against foodborne pathogens. In addition, our results provide new insight into how unconventional IEL functions are regulated. Although the development of TCRαβ^+^ CD8αα^+^ and TCRγδ^+^ IELs is less dependent on dietary antigens than that of conventional TCRαβ^+^ CD8αβ^+^ IELs, deprivation of dietary macromolecules, including dietary antigens, diminishes their cytotoxic activity. Notably, dietary antigens are not required for the induction of TCRγδ^+^ IELs. However, their cytotoxic function is markedly impaired in GF mice fed with AFD. Together, these findings highlight the essential role of dietary macromolecules in maintaining gut immune homeostasis and also underscore the need for future studies to elucidate how dietary components regulate the cytotoxic programming of TCRγδ^+^ T cells.

In summary, our findings establish that dietary antigens play a crucial role in the development and functional maintenance of conventional IELs, which provide early defense against foodborne pathogens. Continuous dietary antigen exposure is essential for sustaining IEL cytotoxic activity, underscoring the relationship between diet and intestinal immune protection. Our data also suggest that malnutrition with severe dietary protein deficiency, as seen in regions affected by famine, may lead to increased susceptibility to foodborne pathogenic infections due to compromised IEL functions.

## Data Availability

Data have been deposited at the National Center for Biotechnology Information, and are publicly available under accession number GSE299783.

# Supplementary material for: Dietary antigens drive the generation of functional cytotoxic intraepithelial lymphocytes for early defense against foodborne pathogens
**Source:** Front Immunol. 2026 Jan 7;16:1639120. doi: 10.3389/fimmu.2025.1639120
**Supplement:** Supplementary file 1

## Supplementary figures

### Dietary antigens drive the generation of functional cytotoxic intraepithelial lymphocytes for early defense against foodborne pathogens

Jisun Jung,<sup>1,2,3</sup> Jaeu Yi,<sup>1,2,4,\*</sup> Kwang Soon Kim,<sup>1,2,\*</sup> and Charles D. Surh<sup>1,2,5,6</sup>

<sup>6</sup>Deceased

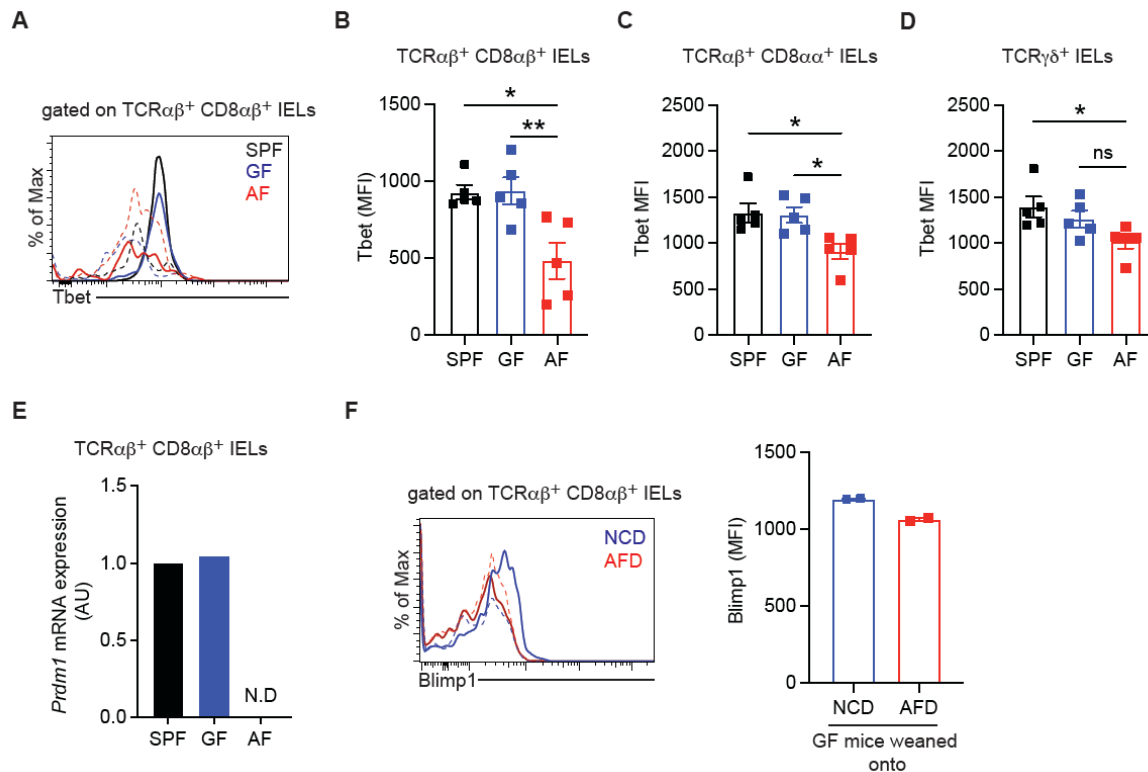

**Figure S1. Transcription factor Tbet and Blimp 1 in intestinal IELs are diminished in AF mice, related to Figure 2.**

(A) Representative histogram showing Tbet expression in TCR $\alpha\beta^+$  CD8 $\alpha\beta^+$  IELs from the small intestine of SPF, GF and AF mice ( $n=5$  per group). (B-D) MFI of Tbet expression in TCR $\alpha\beta^+$ CD8 $\alpha\beta^+$  IELs (B), TCR $\alpha\beta^+$ CD8 $\alpha\alpha^+$  IELs (C) and TCR $\gamma\delta^+$  IELs (D). (E) Relative mRNA levels of Blimp1 (*Prdm1*) in sorted small intestinal TCR $\alpha\beta^+$  CD8 $\alpha\beta^+$  IELs from adult SPF, GF and AF mice. (F) Representative histogram showing Blimp1 expression in GF mice weaned onto NCD and AFD (left) and MFI of Blimp1 expression in TCR $\alpha\beta^+$ CD8 $\alpha\beta^+$  IELs (right). Tbet or Blimp1 expression in the indicated cells was shown with thick lines and that in TCR $\beta^-$  TCR $\gamma\delta^-$  cells was shown with dotted lines. Statistical differences were determined by one-way ANOVA with Tukey's multiple comparisons tests (B). \* $p<0.05$ , \*\* $p<0.01$ . ns, not significant. Each symbol represents an individual mouse. Error bars represent SEM.

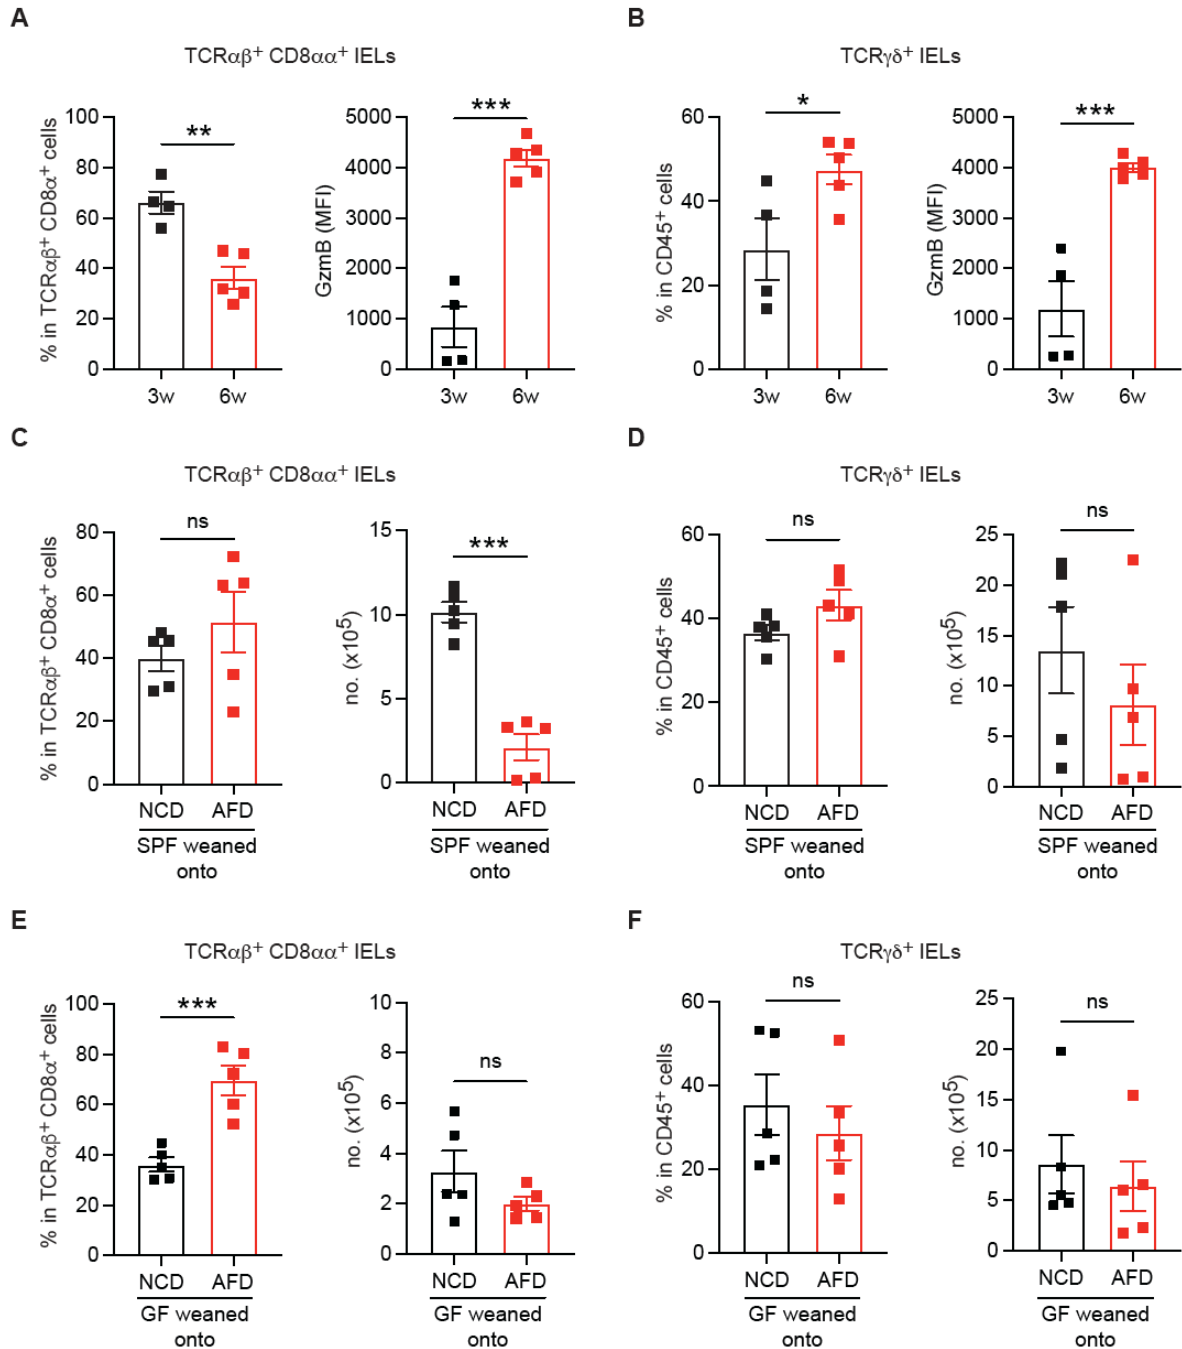

**Figure S2. Influence of dietary antigen deprivation on unconventional IELs, related to Figure 3.**

(A) Percentage of TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\alpha$ <sup>+</sup> IELs gated on TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha$ <sup>+</sup> IELs (left) and granzyme B expression within this subset (right) in 3-week- and 6-week-old SPF mice (n=4-5 per group). (B) Percentage of TCR $\gamma\delta$ <sup>+</sup> IELs gated on CD45<sup>+</sup> cells (left) and granzyme B expression within this subset (right) in 3-week- and 6-week-old SPF mice (n=4-5 per group). (C, D) 3-week-old SPF mice were weaned onto normal chow diet (NCD) or antigen-free diet (AFD) (n=5 per group). (C) Percentage of

TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\alpha$ <sup>+</sup> IELs gated on TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha$ <sup>+</sup> IELs (left) and total number of TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\alpha$ <sup>+</sup> IELs (right). (D) Percentage of TCR $\gamma\delta$ <sup>+</sup> IELs gated on CD45<sup>+</sup> cells (left) and total number of TCR $\gamma\delta$ <sup>+</sup> IELs (right). (E, F) 3-week-old GF mice were weaned onto NCD and AFD (n=5 per group). (E) Percentage of TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\alpha$ <sup>+</sup> IELs gated on TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha$ <sup>+</sup> IELs (left) and total number of TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\alpha$ <sup>+</sup> IELs (right). (F) Percentage of TCR $\gamma\delta$ <sup>+</sup> IELs gated on CD45<sup>+</sup> cells (left) and total number of TCR $\gamma\delta$ <sup>+</sup> IELs (right). Statistical differences were determined by unpaired Student's t test. \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001, ns, not significant. Each symbol represents an individual mouse. Error bars represent SEM.

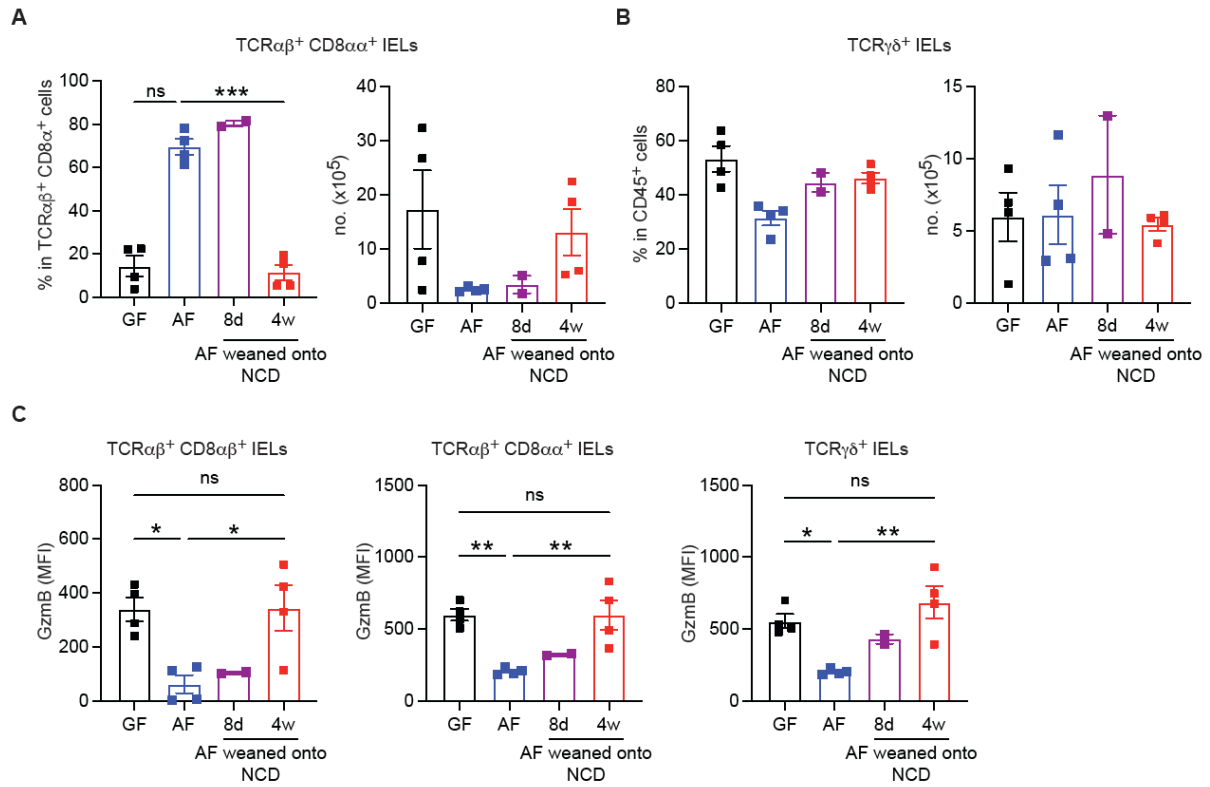

**Figure S3. Influence of dietary antigen exposure on the development and function of IEL subsets in AF mice weaned onto normal chow diet, related to Figure 3.**

3-week-old AF mice were weaned onto NCD, and IEL subsets were examined 8 days and 4 weeks later after weaning (n=4 per GF, AF and AF mice weaned onto NCD for 4 weeks, n=2 per AF mice weaned onto NCD for 8 days). (A) Percentage of TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\alpha$ <sup>+</sup> IELs gated on TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\alpha$ <sup>+</sup> IELs (left) and total number of TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\alpha$ <sup>+</sup> IELs (right). (B) Percentage of TCR $\gamma\delta$ <sup>+</sup> IELs gated on CD45<sup>+</sup> cells (left) and total number of TCR $\gamma\delta$ <sup>+</sup> IELs (right). (C) MFI of granzyme B expression in TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\alpha$ <sup>+</sup> IELs (left), TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\alpha$ <sup>+</sup> IELs (middle) and TCR $\gamma\delta$ <sup>+</sup> IELs (right). Statistical differences were determined by one-way ANOVA with Tukey's multiple comparisons tests (B). \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001. ns, not significant. Each symbol represents an individual mouse. Error bars represent SEM.

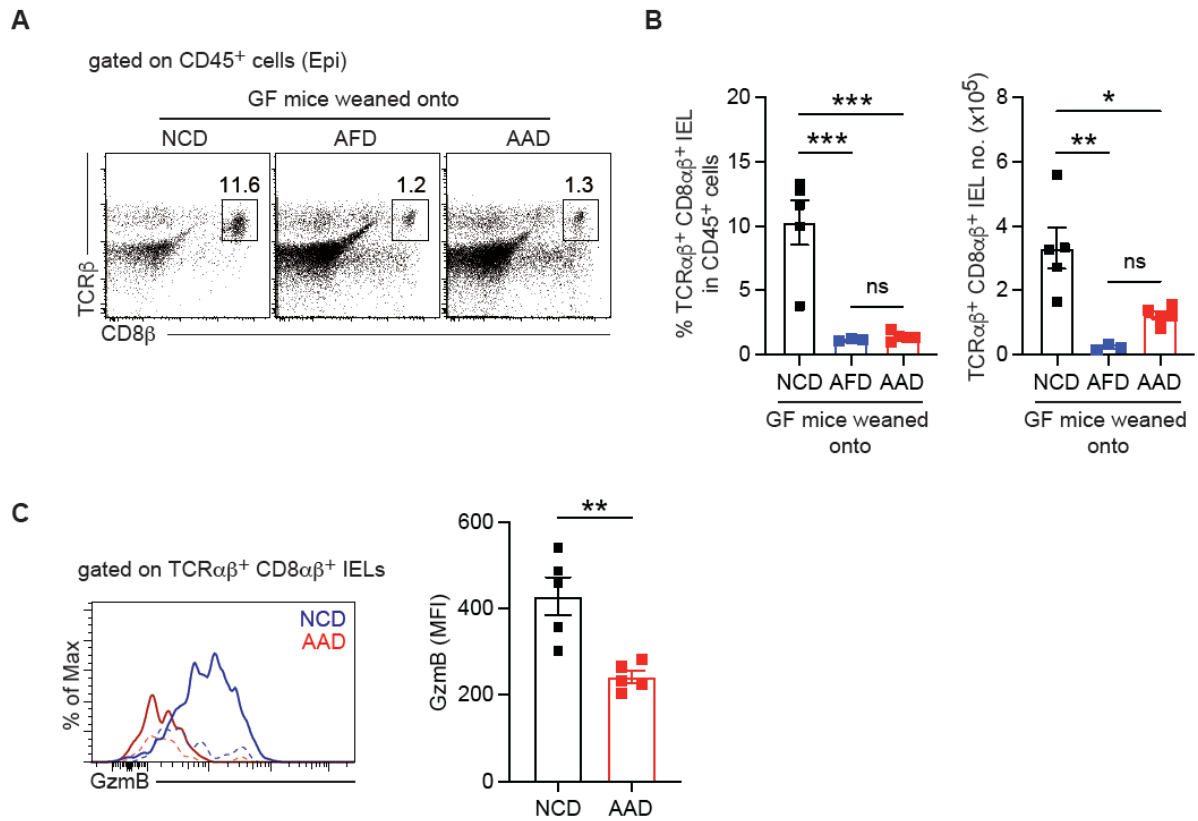

**Figure S4. Impaired generation and functions of TCRαβ<sup>+</sup> CD8αβ<sup>+</sup> IELs in GF mice weaned onto AFD and commercial amino-acid diet.**

Neonatal GF mice weaned onto normal chow diet (NCD), antigen-free diet (AFD) and commercially available amino-acid diet (AAD) for 4 weeks. (A) Representative dot plots showing TCRαβ<sup>+</sup> CD8αβ<sup>+</sup> IELs gated on CD45<sup>+</sup> cells in the small intestine from the indicated mice. (B) Percentage of TCRαβ<sup>+</sup> CD8αβ<sup>+</sup> IELs gated on CD45<sup>+</sup> cells (left) and total number of TCRαβ<sup>+</sup> CD8αβ<sup>+</sup> IELs (right). (C) Representative histogram showing granzyme B expression (left) and MFI of granzyme B expression (right) in the indicated mice. Granzyme B expression in the indicated cells was shown with thick lines and that in TCRβ<sup>-</sup> TCRγδ<sup>-</sup> cells was shown with dotted lines. Statistical differences were determined by unpaired Student's *t* test (B) or one-way ANOVA (C) with Tukey's multiple comparisons tests. \**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001. ns, not significant. Each symbol represents an individual mouse. Error bars represent SEM.

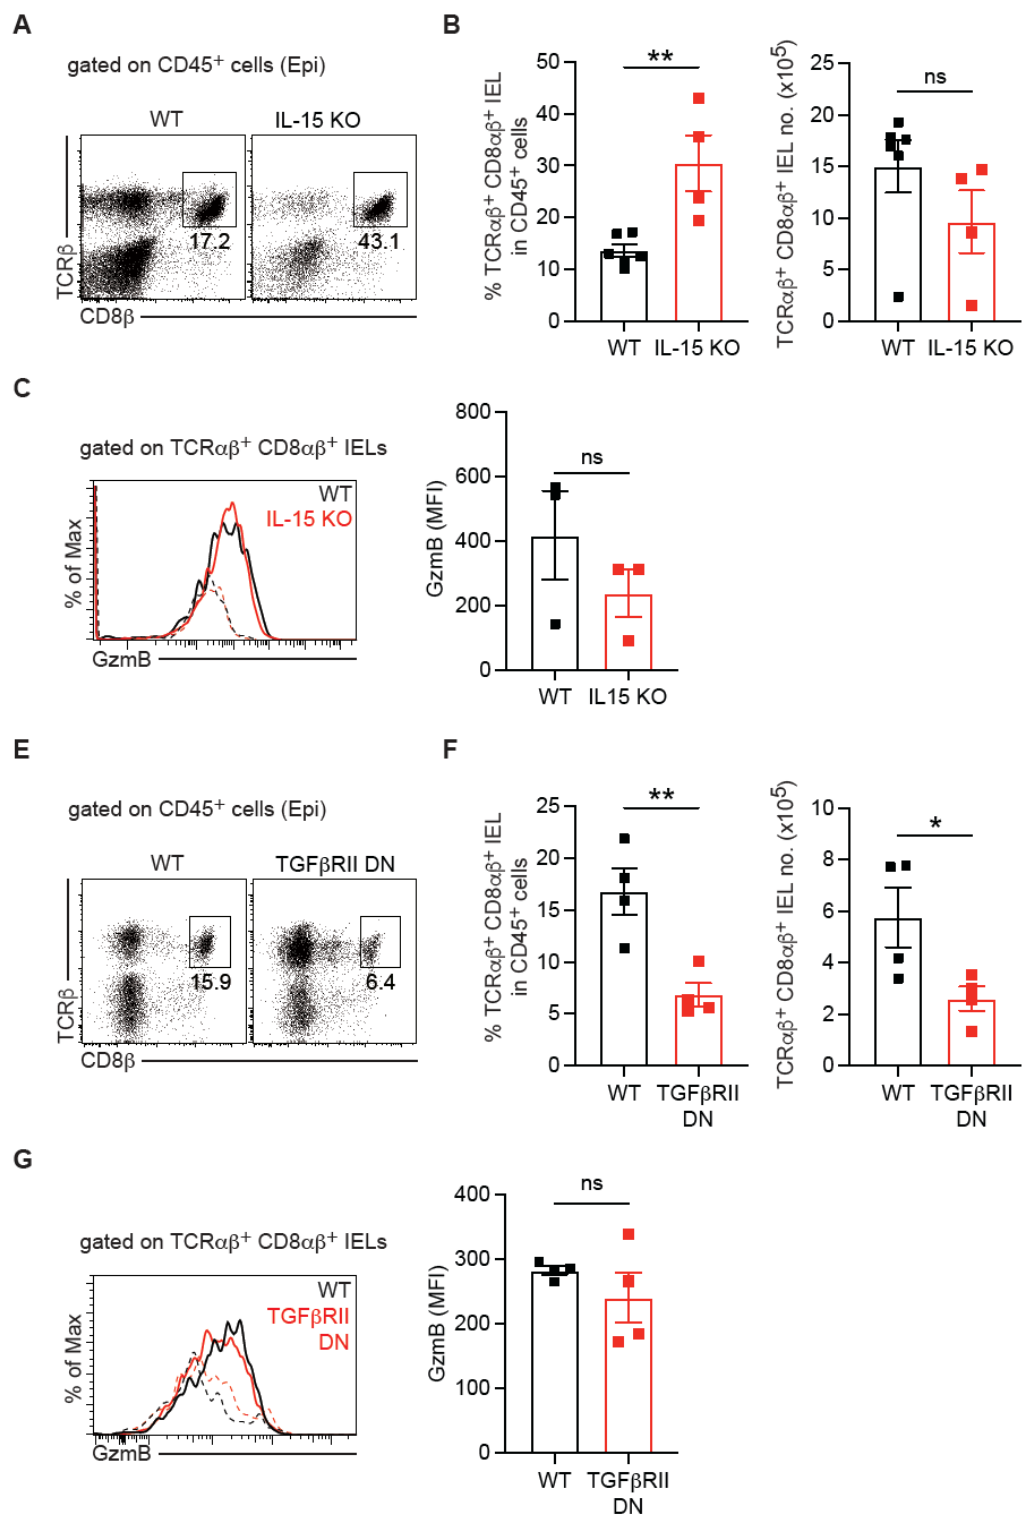

**Figure S5. Both TGF $\beta$  and IL-15 are not required for CD8 $\alpha\beta$ <sup>+</sup> IELs to express granzyme B, related to Figure 5**

(A-C) Small intestinal CD8 $\alpha\beta$ <sup>+</sup> IELs were compared in B6 WT and IL15 KO mice. (A) Representative dot plots showing TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\beta$ <sup>+</sup> IELs gated on CD45<sup>+</sup> cells. (B) Percentage of TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\beta$ <sup>+</sup> IELs gated on CD45<sup>+</sup> cells (left) and total number of TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\beta$ <sup>+</sup> IELs (right). (C) Representative histogram showing granzyme B expression (left) and MFI of granzyme B expression (right) in the indicated mice. (E-G) Small intestinal CD8 $\alpha\beta$ <sup>+</sup> IELs were compared in B6 WT and CD4-dominant negative (DN) TGF $\beta$ RII Tg mice. (E) Representative dot plots showing TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\beta$ <sup>+</sup> IELs gated on CD45<sup>+</sup> cells. (F) Percentage of TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\beta$ <sup>+</sup> IELs gated on CD45<sup>+</sup> cells (left) and total number of TCR $\alpha\beta$ <sup>+</sup> CD8 $\alpha\beta$ <sup>+</sup> IELs (right). (G) Representative histogram showing granzyme B expression (left) and MFI of granzyme B expression (right) in the indicated mice. In all histograms, granzyme B expression in the indicated cells was shown with thick lines and that in TCR $\beta$ <sup>-</sup> TCR $\gamma\delta$ <sup>-</sup> cells was shown with dotted lines. Statistical differences were determined by unpaired Student's *t* test. \**p*<0.05, \*\**p*<0.01. ns, not significant. Each symbol represents an individual mouse. Error bars represent SEM.

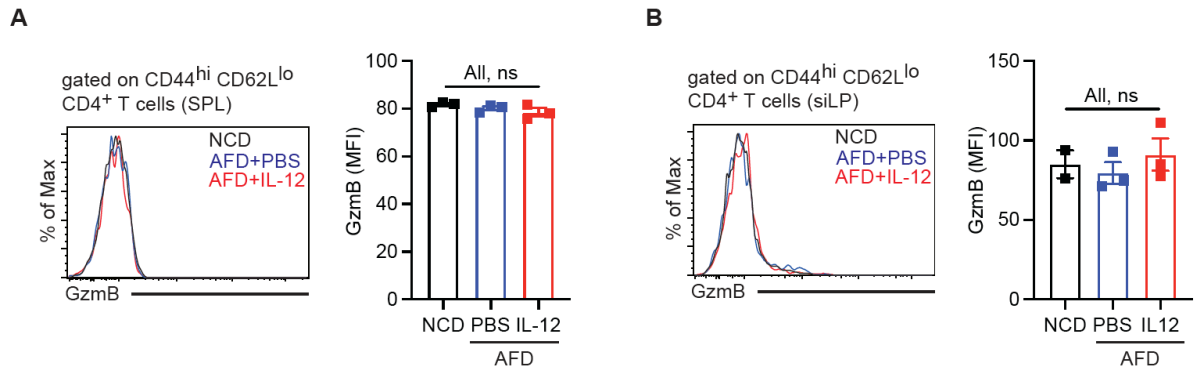

**Figure S6. Exogenous IL-12 do not enhance granzyme B expression on activated CD8 T cells in the spleen and lamina propria, related to Figure 5.**

Adult GF mice were switched to AFD for 8 weeks, and were injected with recombinant IL-12 every three days for the last 3 weeks. Activated CD8<sup>+</sup> T cells from the spleen (A) or small intestinal lamina propria (B) were analyzed for their granzyme B expression, which were shown by representative histograms of granzyme B expression (left) and MFI of granzyme B expression (right). Statistical differences were determined by unpaired Student's *t* test (B) or one-way ANOVA (C) with Tukey's multiple comparisons tests. ns, not significant. Each symbol represents an individual mouse. Error bars represent SEM.

How the deposited data were processed for this re-analysis (not part of the article)

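RNA-seq of CD103+ CD11b+ DCs sorted from the lamina propria of the small intestine of SPF, GF and AF mice was analyzed, with 2 libraries per group. The paper gives 6 mice per group and 3 mice combined per library, and libraries were assigned to groups by their labels. The authors deposited FPKM for each gene and library, which they made from the sequencing reads by steps not given in the sources used here. Their tables of comparison have the layout of Cuffdiff output. In these tables the group value is the mean FPKM of the 2 libraries, the log2 fold change was made by the authors as the ratio of the 2 group values, and the test score, p value and q value are the authors' own as deposited, with no version given. In the table for GF and AF mice, 9 fold changes could not be read as numbers, and in that for SPF and GF mice, 1959 fold changes are infinite because 1 group is at 0. Cells beside the table of FPKM that carry no label were not used.

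The FPKM of 26457 genes were read as deposited. Of these, 88 had several symbols joined by a comma and 29 shared their symbol with another line, and all were kept under their own identifiers. Values were transformed to log2(FPKM + 1), and genes with a mean of at least 1 FPKM over the 6 libraries were tested, which left 10472. Differences between AF and GF, GF and SPF, and AF and SPF mice were tested with limma 3.58.1 in R 4.3.3, in a fit of all 3 groups with a mean-variance trend in its empirical Bayes step and 3 residual degrees of freedom, and p values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. A test of counts was not used because the files hold no counts. The median standard error of a log2 fold change was 0.24. On simulated data with 200 changed genes and the spread of these libraries, the fit found 0.5% of genes changed by 1 on the log2 scale and 94.5% of those changed by 2. The simulated noise was independent between genes and libraries, and no simulated library held RNA of other cells. The share found in the real data can therefore be lower. Cacnb3 and Aldh1a2, at -2.04 and -2.32 in AF relative to GF mice, had an adjusted p of 0.203 and 0.419 in limma. The number of fragments per library is not given in the sources used here, so low values have an unknown counting error. Single genes were also compared by exact two-sided permutation tests. With 2 libraries per group these cannot give a p under 0.333.

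Gene sets for MHC class II and for interferon-stimulated genes were tested with camera at a preset inter-gene correlation of 0.01, with fry and camera with an estimated correlation as alternatives, and adjusted over 4 tests. Lists of genes of epithelium, T cells, macrophages, granulocytes and mast cells, and type 1 conventional DCs (cDC1) were summed per library. All of these lists, the tests, the alternatives and the rule for naming genes were set before the data were examined, except where stated. The rule named Il12b, Ccl4 and Ciita, whose positions in Figure 5E had been seen, the cytokine genes and DC genes of written lists, and for AF and GF mice and for GF and SPF mice the 5 genes with the largest rise and the 5 with the largest fall past the threshold, or, with none past it, ranked by unadjusted p. Lists of genes of the response to cell isolation, of the NF-kB response, of sex and of B6 substrains were added after the lists of other cell types had been examined, before their own values were, except for Nnt.

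The alternatives were pseudocounts of 0.1 and 0.5, no filter on low values, a filter at a mean of at least 5 FPKM, quantile normalization, rescaling of each library to a fixed sum (TPM), median scaling, fits of only the 2 groups compared, an empirical Bayes step without a trend, a replicate block, and leaving out each library in turn. Sample quality weights in limma and the log2 ratio of the group means of FPKM were added after the data were examined. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.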

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

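The lists of T cell, macrophage and epithelial genes were written before the data were examined, and the tests of these signals and of the Y chromosome genes were chosen only after the signals were seen. Each of the 4 signals below was highest in 1 library of a group of 2 and lay in transcripts that the paper does not report for these DCs.

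T cell genes were high in AF replicate 2. The list summed to 509 FPKM there and to at most 6.66 FPKM in the other 5 libraries, and its most abundant genes were Gzma at 246 FPKM, Gzmb at 139 FPKM and Cd3g at 26.9 FPKM. The 9 genes of the list that reached 1 FPKM were all highest in AF replicate 2, with a median log2 ratio to AF replicate 1 of 4.09. This suggests RNA from T cells or other lymphocytes with Gzma and Gzmb in that library alone, and a feature of AF mice as a group would have raised AF replicate 1 too. Whether the cells came through the sort, or their RNA entered later, was not tested, nor was a biological difference between the pools of mice.

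Genes of the Y chromosome were also above 0 in AF replicate 2. Ddx3y, Eif2s3y, Kdm5d and Uty summed to 6.04 FPKM there and to at most 0.119 FPKM in the others, with Ddx3y at 3.37 FPKM. All 4 genes were highest in AF replicate 2, which is consistent with RNA of male cells in it. Xist had 69.8 FPKM in AF replicate 2 and at least 51.6 FPKM in every library, so female cells made up at least part of each pool. A male mouse among the 3 of that pool and male RNA from elsewhere cannot be told apart, since Xist differed between the other 5 libraries, where the Y chromosome genes were at or near 0, from 51.6 to 90.7 FPKM, by as much as 1 male mouse in 3 would lower it. The paper's text does not name the sex of the mice.

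Macrophage genes were high in SPF replicate 1. The list summed to 2700 FPKM there and to at most 1320 FPKM in the others, where most of the sum was Lyz2, a gene also expressed in these DCs. C1qa, C1qb and C1qc together had 562.8 FPKM in SPF replicate 1 and 3.75 FPKM in SPF replicate 2, and Apoe had 872 and 15.6 FPKM. Of the 10 listed genes that reached 1 FPKM, 9 were highest in SPF replicate 1, the exception being Lyz2, and the median log2 ratio to SPF replicate 2 was 3.74. This suggests RNA from macrophages in SPF replicate 1. The signal was not limited to that library, since the C1q genes together had 24.8 FPKM in GF replicate 2 and at most 5.17 FPKM in the other 4 libraries. Granulocyte and mast cell genes, which summed to 13.0 FPKM there and to at most 2.41 FPKM elsewhere, and Irf8 and Cadm1 of the cDC1 list were highest in the same library, so cells of more than 1 type may have been present. No biological explanation was tested.

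Epithelial genes were high in GF replicate 2. The list summed to 603 FPKM there and to at most 207 FPKM in the others, where Epcam, Cdh1 and Lyz1 made up most of the sum. Defa24 had 123 FPKM in GF replicate 2, Fabp2 had 35.9 FPKM and Fabp1 had 30.1 FPKM. Of the 19 listed genes that reached 1 FPKM, 16 were highest in GF replicate 2, and the median log2 ratio to GF replicate 1 was 2.43. This suggests RNA from epithelium in GF replicate 2, and smaller amounts in other libraries are not excluded, as Defa24 had 7.65 FPKM in AF replicate 2. A difference in scaling would raise all genes of a library, and in none of these libraries were the T cell, macrophage and epithelial genes all high. No biological explanation was tested.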

How the results depend on the processing

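Of the alternatives, only sample quality weights and the log2 ratio of group means were chosen after the data were examined. Il12b, Ccl4 and Ciita kept a lower value in AF than in GF mice and in AF than in SPF mice under every alternative that tested them, and none of the 3 genes passed the threshold in limma under any of them. A filter of at least 5 FPKM removed Il12b, so that it gave no value there.

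The number of genes past the threshold in limma was 0 in each comparison, against 531, 337 and 1029 genes with an unadjusted p under 0.05 for AF and GF, GF and SPF, and AF and SPF mice. For AF and GF mice it was 1 with a pseudocount of 0.1 and with the filter of at least 5 FPKM, Fscn1 in each, and 1 with only the 2 groups in the fit. For GF and SPF mice it was 1 with only the 2 groups in the fit. For AF and SPF mice it was 2 with a pseudocount of 0.1 and with the filter of at least 5 FPKM, 5 with only the 2 groups in the fit, 8 with TPM rescaling and 10 with sample quality weights. These weights were equal for the 2 libraries of a group, at 1.12 for AF, 0.55 for GF and 1.62 for SPF mice. They could therefore not mark out a single library with RNA of other cells. The cause of these counts was not tested. With the replicate block the count remained 0 in each comparison. The sources used here do not say whether same-numbered libraries were paired. Their deviations correlated across genes at -0.07 between AF and GF, 0.04 between AF and SPF and -0.25 between GF and SPF mice. These values give no sign of a pairing but cannot exclude one.

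Leaving out 1 library leaves a group with a lone library, whose spread is assumed to be that of the other groups. The count for AF and GF mice then ranged from 1 to 80, with 80 without GF replicate 1, 40 without AF replicate 1, 4 without AF replicate 2 and 1 in each other case. That for GF and SPF mice ranged from 1 to 53, with 53 without SPF replicate 2, 8 without GF replicate 1 and 8 without SPF replicate 1. That for AF and SPF mice ranged from 5 to 71, with 71 without SPF replicate 2, 41 without AF replicate 1 and 10 without SPF replicate 1. Genes of other cell types were among those past the threshold. Without GF replicate 1, Fabp1, Fabp2 and Sis of the epithelial list passed it between AF and GF mice. Without AF replicate 1, Cd3e, Lck and Gzma of the T cell list did so. Without SPF replicate 2, C1qb, Apoe and Mrc1 of the macrophage list passed it between GF and SPF mice. These counts therefore reflect in part RNA of other cells in the library that was left, and some of the genes are also in the authors' lists.

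The log2 fold changes depended on which of the 2 GF libraries was kept. For AF relative to GF mice, leaving out 1 library gave between -2.49 and -0.63 for Il12b, between -3.70 and -1.24 for Ccl4 and between -2.28 and -0.29 for Ciita, the smaller size in each case without GF replicate 2 and the larger without GF replicate 1. The smallest adjusted p in limma came without GF replicate 1, at 0.0508 for Il12b, 0.102 for Ccl4 and 0.0633 for Ciita, and the largest was 1. For GF relative to SPF mice, where no gene of the 3 passed the threshold, leaving out 1 library gave between -0.13 and 1.73 for Il12b, between -0.74 and 1.71 for Ccl4 and between -1.11 and 0.88 for Ciita, the lower value without GF replicate 2 and the higher without GF replicate 1. Ccl4 was also negative without SPF replicate 2, at -0.60, and Ciita positive without SPF replicate 1, at 0.20. With the log2 ratio of group means, chosen after seeing the data, Il12b in AF relative to GF mice was -2.68, and Ciita in GF relative to SPF mice was 0.17. An arithmetic mean without a pseudocount gives GF replicate 2 more weight by construction.

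Among the other named genes, small changes reversed. With TPM rescaling Itgae in AF relative to GF mice was 0.013. Leaving out 1 library gave, for AF relative to GF mice, between -0.14 and 0.11 for Itgae, between -0.75 and 0.15 for Il6, between -0.061 and 0.53 for Tgfb1 and between -0.13 and 0.86 for Zbtb46. For GF relative to SPF mice it gave between -0.22 and 1.45 for Il23a, between -0.22 and 0.67 for Il6, between -0.091 and 0.49 for Il15 and between -0.14 and 0.45 for Tgfb1. The cause was not tested.

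The set tests depended on the treatment of correlation between genes, on the scaling and filter, and on single libraries. With fry and with an estimated correlation, and the other choices kept, the medians are the same by construction, at -0.21 for MHC class II genes and -0.56 for interferon-stimulated genes in AF relative to GF mice and at 0.22 for MHC class II genes in GF relative to SPF mice, and none of these passed the threshold, with adjusted p values between 0.0836 and 0.438. With fry and another scaling or filter, some of them did pass it. Quantile normalization with fry gave an adjusted p of 0.0213 for MHC class II genes in both comparisons and for interferon-stimulated genes in AF relative to GF mice, TPM rescaling with fry gave 0.0251 for MHC class II genes in both, and the filter of at least 5 FPKM with fry gave 0.0154 for interferon-stimulated genes in AF relative to GF mice. With an estimated correlation none passed the threshold under any alternative. Without 1 library the MHC class II median ranged from -0.37 to -0.11 in AF relative to GF mice and from 0.059 to 0.41 in GF relative to SPF mice. It lost the threshold without AF replicate 2 (-0.11) and without GF replicate 1 (-0.13) in the former, and without GF replicate 1 (0.14) and without SPF replicate 1 (0.059) in the latter. The interferon-stimulated median in GF relative to SPF mice ranged from -0.14 to 0.26, negative without GF replicate 2 and, at -0.04, without SPF replicate 2, and past the threshold without GF replicate 1 (0.26) and without SPF replicate 1 (0.23). With the filter of at least 5 FPKM it was -0.17. The cause was not tested.

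The files give no fragment counts, so a limit from depth could not be computed.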

Differences from the paper's values

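The values of Figure 5E were read by eye. The values here are limma fits on log2(FPKM + 1), with a standard error in place of a spread of the paper's own.

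For Il12b in AF relative to GF mice, the paper's log2 fold change is about -2.7 in Fig. 5E, read by eye, and the value here was -1.56 (standard error 0.58). Of the alternatives set before the data were examined, a pseudocount of 0.1 (-2.19) and leaving out GF replicate 1 (-2.49) came within the error of the paper's value, and the other 13 did not. Among these 13, no filter, only the 2 groups in the fit, no trend, the replicate block and leaving out an SPF library cannot change this value. Their number is therefore not evidence that the difference is robust. The log2 ratio of the group means of FPKM, chosen after seeing the values, gave -2.68, and, being a value with no test, it calls none of the genes that the paper calls.

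For Il12b in GF relative to SPF mice, the paper's log2 fold change is about 1.4 in Fig. 5E, read by eye, and the value here was 0.80 (standard error 0.58). Pseudocounts of 0.1 (0.96) and 0.5 (0.88), quantile normalization and leaving out GF replicate 1 (1.73) or SPF replicate 1 came within the error of the paper's value, and the other 10 alternatives did not. Among these 10, no filter, fitting only the compared groups, no trend, the replicate block and leaving out an AF library cannot change this value. The log2 ratio of the group means, chosen after seeing the values, gave 1.36.

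For Ciita in GF relative to SPF mice, the dot at which the arrow for Ciita points lies at about 0.6 in Fig. 5E, read by eye, and the value here was -0.11 (standard error 0.61). Leaving out GF replicate 1 (0.88) or SPF replicate 1 (0.20) came within the error, and the other 14 alternatives did not. Among these 14, the changes of filter, fitting only the compared groups, no trend, the replicate block and leaving out an AF library cannot change this value. In the same panel the arrow for Ccl4 points at a dot at about 0.1. The authors' deposited table gives 0.17 for Ciita and 0.60 for Ccl4, so each arrow seems to point at the value that the table gives for the other gene. The 2 dots lie close together and the reading is uncertain, so the difference for Ciita holds only if the arrows were read as meant. The log2 ratio of the group means, chosen after seeing the values, gave 0.17 for Ciita.

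The paper states that Il12b was significantly reduced in AF mice, and Figure 5E places Il12b, Ccl4 and Ciita past its line between AF and GF mice. In limma the 3 genes were lower in AF mice too, with an adjusted p of 0.801 each, and no alternative put any of them past the threshold. The smallest adjusted p, without GF replicate 1, was 0.0508 for Il12b, 0.0633 for Ciita and 0.102 for Ccl4. Between SPF and GF mice, where the paper states that Il12b was similar, it was not past the threshold here either, with an adjusted p of 1.

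The authors' deposited tables call 144 genes between GF and AF mice and 126 between SPF and GF mice, where limma called 0, with 531 and 337 genes at an unadjusted p under 0.05. Of the 144 genes, 1 (Fscn1) passed the threshold in limma with a pseudocount of 0.1 or with a filter of at least 5 FPKM. Under the other alternatives that left out no single library, 0 of the 144 passed it. Of the 126 genes, 0 passed it under any alternative that left out no single library. More passed it in some fits that left a group with 1 library, where the calls included genes of the epithelial, T cell and macrophage lists.

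The legend of Figure 5E describes the red dots as genes higher in GF than in AF mice. In its left panel red dots lie on both sides of 0, and the authors' deposited table gives 58 of its 144 genes as higher in AF mice.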

Other observations

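The tests of a scaling difference, of epithelial RNA as the origin of Il12b, Ccl4 and Ciita, of the sex of the AF mice and of a mislabelled library were chosen only after the result was seen, and the sums of Xcr1 and Clec9a and of the C1q genes were chosen in place of medians over lists after those were seen. The others were set before their values were examined.

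Il12b, Ccl4 and Ciita were all higher in GF replicate 2 than in GF replicate 1, by 1.86, 2.46 and 1.99 on the log2 scale. Several technical explanations are argued against. A scaling difference would move all genes by 1 factor and leave the ranks of their ratios unchanged, and only 0.952% of the tested genes above 0 in both GF libraries had a ratio at least as high as the lowest of the 3, which was 4.17. The median ratio over all genes is not used here, since scaling before deposit may have set it near 1. cDC1 would bring Xcr1 and Clec9a, which together had 1.71 FPKM in GF replicate 2 and 3.94 FPKM in GF replicate 1. The cDC1 list as a whole had a median log2 ratio of 0.06, with 2 tested genes higher and 2 lower. Macrophage genes were higher, with a median log2 ratio of 0.66 and with 9 genes higher and 1 lower. However, C1qa, C1qb and C1qc together had 24.8 FPKM in GF replicate 2 and 562.8 FPKM in SPF replicate 1, where Il12b, Ccl4 and Ciita were all lower than in GF replicate 2. Macrophages or monocytes with few C1q transcripts were not tested.

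Among what stays open for GF replicate 2 is a change in the state of the cells. A list of genes of the response to cell isolation had a median log2 ratio of 0.84, with 9 genes higher and 5 lower, and a list of genes of the NF-kB response one of 0.93, with 9 higher and 3 lower. Each median lay above those of all 10000 random lists matched for expression. So did those of the epithelial and interferon-stimulated lists, and the macrophage, cytokine and DC identity lists lay at percentiles 99.93, 99.15 and 98.63. This comparison of single libraries therefore does not single out the isolation and NF-kB responses. Atf3 rose from 26.9 to 264 FPKM and Nfkbiz from 32.8 to 182 FPKM. Interferon-stimulated genes were also higher, with a median of 0.62 and 16 of 21 genes higher. A response of the cells during isolation, or an inflammatory response in the mice of that pool, may therefore account for the higher Il12b, Ccl4 and Ciita, and the lists do not separate these from each other. Epithelial RNA as their origin cannot be told apart from these, since no library of epithelium alone was analyzed here. Il23a, which was written down as a transcript that epithelium would not bring, was higher by 1.67 in GF replicate 2, which speaks for a change in the DCs but does not exclude a share from epithelium. The diet and the microbiota were the same in both GF pools by design.

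GF replicate 2 correlated slightly better with SPF replicate 1 (r = 0.949 across genes) than with GF replicate 1. An SPF library under a GF label is argued against by Nnt, which had 13.3 FPKM in GF replicate 2 and 3.38 and 3.77 FPKM in the SPF libraries. Other genes low in SPF mice were less clear. Mid1 had 7.12 FPKM in GF replicate 2, against 31.9 FPKM in GF replicate 1 and 1.13 and 1.93 FPKM in the SPF libraries. Wdfy1 had 10.5 FPKM in GF replicate 2, against 15.8 FPKM in GF replicate 1 and 8.12 and 7.89 FPKM in the SPF libraries. Both lay above the SPF libraries but nearer to them than GF replicate 1 did.

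Both AF libraries lay below the other 4 in 11.24% of tested genes, Il12b, Ccl4 and Ciita among them, where chance gives 6.67%. Of the 15 pairs of libraries, the pair of GF replicate 2 and SPF replicate 1 had a larger share, 17.8%, and the AF pair ranked 2. With 15 pairs, a p value from the rank of a pair cannot fall under 0.05. A lower value in AF mice and libraries that differ by chance therefore cannot be told apart, and an effect of the diet stays open. In SPF mice, which share neither microbiota nor facility with AF mice, Il12b was also higher than in AF mice.

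Interferon-stimulated genes had a median log2 fold change of -0.56 in AF relative to GF mice, with 19 of 21 tested genes lower (camera, adjusted p = 1.26e-10), which passed the threshold neither with fry (adjusted p = 0.0836) nor with an estimated correlation (adjusted p = 0.163) at the same scaling and filter. Over the alternatives the adjusted p ranged from 1.15e-11 to 2.65e-05 with camera at the preset correlation, from 0.0154 to 0.404 with fry, which passed the threshold with quantile normalization and with the filter of at least 5 FPKM, and from 0.0717 to 0.417 with an estimated correlation. In GF relative to SPF mice the median was 0.15 (camera, adjusted p = 0.333), with 14 genes higher and 7 lower. The paper does not report these genes.

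Nnt was lower in both SPF libraries than in the GF and AF libraries, where it had between 11.0 and 13.3 FPKM. C57BL/6J mice carry a deletion in Nnt, and the paper states that B6 mice were first bought from the Jackson Laboratory, without limiting this to SPF mice, and that GF and AF mice were bred in a separate facility. A difference between B6 substrains is a candidate explanation, but the paper names no such difference. Wdfy1, another gene on the list, was at least 1.3 times as high in each GF and AF library as in either SPF library, and Entpd4 was listed at 0 in all 6. Substrain, facility and microbiota cannot be told apart because each separates SPF mice from the other 2 groups. Nnt and Wdfy1 overlapped between the AF and GF libraries, but whether AF and GF mice share the same genetic background was not tested. Other genes low in SPF mice did differ between them. G530011O06Rik had 53.4 and 55.6 FPKM in the AF libraries and 33.2 and 16.6 FPKM in the GF libraries. Mid1 had 45.3 and 45.5 FPKM in the AF libraries and 31.9 and 7.12 FPKM in the GF libraries. Both genes, and LOC100861837, were highest in the AF libraries, followed by GF replicate 1, GF replicate 2 and the SPF libraries. Whether they vary independently was not tested, so they may not be separate differences.

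A different sex of the mice is argued against for the GF and SPF libraries, where Ddx3y, Eif2s3y, Kdm5d and Uty summed to at most 0.119 FPKM in any library. LOC100861837, which the files also place on the Y chromosome, goes the other way, with 13.2 and 12.6 FPKM in the AF libraries, 9.50 and 6.54 FPKM in the GF libraries and 0.24 and 0.95 FPKM in the SPF libraries. AF replicate 1, where it was highest, had 0 FPKM of the other 4 genes, so it did not follow them and was not used as a marker of male cells. Its position is near the pseudoautosomal region, which the X chromosome shares, and the cause of its difference was not tested. For AF mice a different sex cannot be told apart from male RNA of another origin, as Xist in AF replicate 2 was at 69.8 FPKM.

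Igj, the symbol under which the files give the joining chain of IgA and IgM, had 129 and 12.2 FPKM in the SPF libraries and at most 2.49 FPKM in the others. The cDC1 list summed to 58.2 FPKM in SPF replicate 1 and to between 26.4 and 38.5 FPKM in the others. The 7 genes of DC identity had log2 fold changes between -0.66 and 0.36 in AF relative to GF mice and between 0.12 and 1.02 in GF relative to SPF mice, with no adjusted p under 0.801.

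The comparisons of AF with GF mice and of GF with SPF mice share the GF libraries, so a high GF library makes a gene look lower in AF mice and higher in GF than in SPF mice. Across genes, the 2 sets of fold changes had an r of -0.26. With no change between groups, 100 simulations gave an r of -0.49 on average, between -0.60 and -0.40. In the authors' deposited tables, 23 genes are called in both comparisons, of which 17 are highest in GF mice.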
